# Transcriptomic Responses of Atlantic Salmon (*Salmo salar*) to Environmental Enrichment during Juvenile Rearing

**DOI:** 10.1371/journal.pone.0118378

**Published:** 2015-03-05

**Authors:** Melissa L. Evans, Tiago S. Hori, Matthew L. Rise, Ian A. Fleming

## Abstract

Captive rearing programs (hatcheries) are often used in conservation and management efforts for at-risk salmonid fish populations. However, hatcheries typically rear juveniles in environments that contrast starkly with natural conditions, which may lead to phenotypic and/or genetic changes that adversely affect the performance of juveniles upon their release to the wild. Environmental enrichment has been proposed as a mechanism to improve the efficacy of population restoration efforts from captive-rearing programs; in this study, we examine the influence of environmental enrichment during embryo and yolk-sac larval rearing on the transcriptome of Atlantic salmon (*Salmo salar*). Full siblings were reared in either a hatchery environment devoid of structure or an environment enriched with gravel substrate. At the end of endogenous feeding by juveniles, we examined patterns of gene transcript abundance in head tissues using the cGRASP-designed Agilent 4×44K microarray. Significance analysis of microarrays (SAM) indicated that 808 genes were differentially transcribed between the rearing environments and a total of 184 gene ontological (GO) terms were over- or under-represented in this gene list, several associated with mitosis/cell cycle and muscle and heart development. There were also pronounced differences among families in the degree of transcriptional response to rearing environment enrichment, suggesting that gene-by-environment effects, possibly related to parental origin, could influence the efficacy of enrichment interventions.

## Introduction

The environmental conditions experienced during development play a central role in determining phenotype, a phenomenon known as developmental phenotypic plasticity [1,2]. However, individual ability to match phenotype to environment may complicate conservation efforts for species raised in captivity for part or all of the life-cycle [3]. For instance, captive-rearing programs for salmonid fishes typically raise juveniles in egg trays or tanks during early life, in stark contrast to the conditions experienced in natural environments [4]. In the wild, female salmonids typically construct nests in gravel lining the substratum of a river, wherein their embryos develop over the winter. Embryos then hatch into yolk-sac larvae and continue to feed on endogenous resources while in the gravel nest before emerging as exogenously feeding juveniles in the spring [5]. Compared to juveniles reared under natural conditions, salmonid fishes reared in hatcheries may exhibit phenotypes, such as reduced risk sensitivity (anti-predator behavior), more aggressive food-seeking behaviors, and altered coloration, that are maladaptive outside of captivity [6–8]. Indeed, a growing number of studies have shown that captive-reared salmonids experience poor survival and reproductive success in the wild compared to fish reared in their natural environment [9–14].

Captive rearing and breeding program efficacy ultimately depends on their ability to produce individuals that will contribute to wild population productivity [4,15,16]. Alternative rearing methods, including the addition of structural enrichment to hatchery environments, so as to better mimic natural rearing conditions, represent a promising means of achieving this goal. Previous studies have demonstrated that exposure to enriched environment leads to increased shelter seeking behavior, learning ability, and dominance in juvenile salmon when compared to counterparts from unenriched environments [17,18]. Moreover, gross brain size and brain cell proliferation rates are generally lower in juvenile salmon reared in traditional compared to enriched hatchery environments [18–22]. Juveniles from enriched rearing environments are also less stressed, as estimated through basal cortisol levels, than those reared in unenriched environments [23]. Overall, these findings suggest that basic habitat enrichment via the addition of structural components typical of riverine environments leads to the development of behavioral, morphological, or physiological phenotypes that may improve juvenile performance upon their release to the wild.

Our research is aimed at understanding transcriptome-wide variation underlying the differential development of salmon following exposure to traditional and enriched hatchery environments. We were particularly interested in testing for an influence of environmental enrichment during embryo through yolk-sac larval incubation on the gene transcription profiles of neural/sensory systems, given that previous studies have documented effects of enrichment on brain morphology and juvenile behavior [18–20,22,23]. We reared Atlantic salmon (*Salmo salar*) full siblings (sibs) from each of three families in either a barren tank devoid of structure (unenriched environment), or a tank enriched with gravel substrate. At emergence, i.e. at the end of the endogenous feeding stage when the yolk-sac was used up, we characterized the whole-head transcriptome of juveniles reared in each of the environments using the Agilent 4×44K microarray (GEO accession: GSE25938) designed by the Consortium for Genomics Research on All Salmonids Project, cGRASP [24]. Our experimental design enabled the evaluation of gene transcription plasticity in response to differences in hatchery rearing environments and the identification of candidate genes and biological processes affected by habitat enrichment.

## Materials and Methods

### Crosses and experimental design

Three full sib Atlantic salmon family groups, hereafter referred to as family X11, X22, and X35 were generated using wild salmon from the Little River (47° 46' 29'' N, 55° 48' 52'' W) in Newfoundland, Canada, and Saint John River (New Brunswick) strain farmed salmon from marine net pens located on Newfoundland’s south coast, proximate to the Little River (Table 1). Farmed Atlantic salmon were included in this study due to logistical constraints associated with obtaining wild fish. South Newfoundland Atlantic salmon populations have declined in abundance by >40% since the mid-1990s [25]. The families were reared in the Miawpukek First Nation hatchery on the Little River until they reached the eyed stage (February 20, 2012), at which point they were collected and transported to the Ocean Sciences Centre (OSC) at Memorial University of Newfoundland. Each family was then split into two equal groups, with one group subsequently reared in the unenriched environment and the other buried in ~10cm of gravel (i.e. a total of six rearing containers were used, one tank per family per treatment). A total of 150 offspring from the X35 and X22 families and 105 offspring from the X11 family were introduced into each of treatments.

**Table 1:** Atlantic salmon family groups used in rearing experiments.

Family	Cross date	Dam origin	Sire origin
X11	Nov. 2, 2011	Wild, Little River, Newfoundland	Wild, Little River, Newfoundland
X22	Nov. 2, 2011	Wild, Little River, Newfoundland	Farmed, St. John River strain
X35	Nov. 9, 2011	Wild, Little River, Newfoundland	Farmed, St. John River strain

We used plastic cylindrical buckets measuring 15 cm deep and 20 cm in diameter to rear the family groups. The bottom of each bucket was perforated with 5 mm holes and covered with mesh screening to allow water upwelling through the bucket. A series of 4 equally spaced 1.3 cm holes covered with mesh screening were located 13 cm above the container bottom to allow for continuous flow-through (Fig. 1). Each incubation container sat within a similarly sized bucket having a water inlet tube entering the center bottom. There was a 4 cm deep space between the perforated bottom of the incubation container and that of the bucket that housed it. All containers were covered with lids to ensure similarly dark environments during incubation. Ambient flow-through water (sand filtered but otherwise untreated) from the local Sugarloaf Brook system was provided at a rate of 1.9L/min to each incubation chamber.

**Fig 1:**
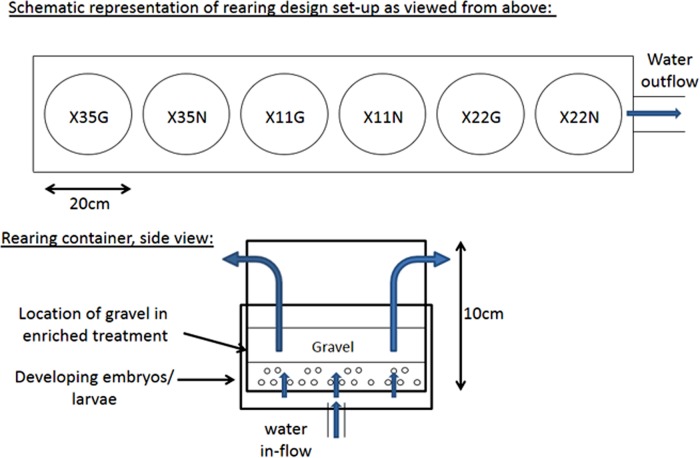
Schematic representation of rearing design used to expose Atlantic salmon juveniles from three families (X35, X11, X22) to a traditional hatchery environment i.e. unenriched, without gravel substrate (N), or a hatchery environment enriched with gravel (G). The experiment was implemented at the Ocean Sciences Centre, Memorial University of Newfoundland, St. John’s, Newfoundland, Canada, during the fall-winter 2011–2012.

At emergence (i.e. when juveniles emerged from the gravel substrate, which coincides with the start of exogenous feeding in nature), during April 23–30 2012, we terminated the experiment, and haphazardly collected a total of five “unenriched” and five “enriched” juveniles from each of the three families (*N* = 15 unenriched juveniles; *N* = 15 enriched juveniles, in total). Since juveniles from the unenriched environment were reared without gravel substrate, we utilized the families reared in the enriched treatment to assess emergence time. Emergence occurred at ca. 745–785 accumulated degree-days. The juveniles were euthanized using 300mg/L buffered MS-222 (Sigma-Aldrich, Oakville, ON, Canada) and weighed and measured for fork-length. Heads were then severed from the body, directly posterior to the operculum, immersed in RNAlater, and incubated at 4°C overnight (~40mg tissue:1.5mL RNAlater; Life Technologies Inc., Burlington, ON, Canada). The samples were subsequently stored at -80°C. By assessing gene transcription profiles in whole heads, we ensured that all regions of the brain were included in our sample (Fig. A in S1 File), while also reducing the contribution of skeletal muscle transcripts, which are likely to predominate in samples of whole larvae undergoing rapid development and growth [26,27]. Besides brain, other structures including the eyes and heart were included in the sample (Fig. A in S1 File). All experiments were conducted in strict accordance with guidelines provided by the Canadian Council on Animal Care and were approved by Memorial University’s Animal Care Committee (protocol 12–18-IF).

### RNA isolation, amplification, and labelling

Whole heads were removed from RNAlater, blotted dry, and then homogenized using Kontes’ disposable pestles and a hand-held homogenizer (Thermo Fisher Scientific, Wilmington, DE, USA) in 1.5mL TRI Reagent (Sigma-Aldrich). Total RNA was isolated following the manufacturer’s instructions. Isolated RNA was treated with RNAse-free DNase-I (QIAGEN, Mississauga, ON, Canada) and purified using the RNeasy MinElute kit (QIAGEN), according to the manufacturer’s instructions. We assessed RNA quantity/purity on a NanoDrop 1000 (Thermo Fisher Scientific); 260/280 and 260/230 ratios averaged 1.98 (range: 1.82–2) and 2.17 (range: 1.9–2.35), respectively. RNA isolates were also visualized on 1% agarose gels stained with ethidium bromide (Life Technologies Inc.) to ensure integrity of the 18S and 28S ribosomal RNA bands.

Anti-sense RNA (aRNA) was amplified and fluorescently-labelled using the Amino Allyl MessageAmp^TM^ II aRNA amplification kit (Ambion, Life Technologies Inc.) and Cy5 and Cy3 mono-reactive dyes (GE Healthcare, Mississauga, ON, Canada), according to the manufacturer’s instructions. One μg of total RNA was used as starting material for the aRNA amplifications. Twenty μg of each “experimental” aRNA sample (i.e. from each of the head samples) was then labelled with Cy5 dye. A “reference” sample composed of equal contributions of each of the total RNA samples was also amplified, and 20 μg of reference aRNA was labelled with Cy3 dye; also see [28]. Following labelling, the samples were again measured on the NanoDrop 1000 to determine final aRNA concentration and the efficiency of dye incorporation.

### Microarray hybridization and experiments

The head transcriptomes of juveniles reared in enriched and unenriched environments were compared using the Agilent 4×44K salmonid microarray (Agilent Technologies Inc., Mississauga, ON, Canada) designed by cGRASP [24,29]. We used a reference design to obtain estimates of mRNA transcript abundance for each individual based on hybridization to the microarray; each Cy5-labelled experimental aRNA sample was pooled with the Cy3-labelled reference sample and then hybridized to the array. The hybridization level (i.e. fluorescent signal) of each experimental sample was then evaluated as a ratio relative to the common Cy3-labelled sample [30]. The hybridization mixture for each array was prepared using Agilent’s Gene Expression Hybridization Kit, according to the manufacturer’s instructions (Agilent Technologies Inc.). Hybridizations were performed overnight in a microarray hybridization oven at 65°C which oscillated at 10 revolutions per minute (RPM). Following hybridization, arrays were washed and dried following the manufacturer's instructions.

### Microarray data acquisition and analysis

The microarrays were scanned at 5μm resolution using the ScanArray Gx Plus scanner and ScanExpress v4.0 software (Perkin-Elmer Life Sciences, Waltham, MA, USA). Scanning protocols followed [28]. TIFF images for each channel (Cy5, Cy3) were exported from ScanExpress and signal intensity data extracted from the images using Imagene v9.0 (BioDiscovery, El Segundo, CA, USA). Poor quality spots on each array were manually flagged in Imagene.

We used the Bioconductor package “mArray” as implemented in R to remove flagged spots from the dataset and log_2_-transform and Loess-normalize signal intensity data for each of the 44K grids on a microarray slide. As in [31], probe signal intensities that were lower (undetected signal) than the average of the median background signal ±2 SD were removed and marked as “N/A”. R scripts were adapted from those described in [31] and are reported in the S1 File.

We used Significance Analysis of Microarrays (SAM; [32]), as implemented in R in the “siggenes” package [33], to test for differing patterns of gene transcript (mRNA) abundance in juveniles from the two rearing environments. Analyses conducted in SAM incorporated a permutation-based correction for multiple hypothesis testing using the false discovery rate (FDR) [32]. Our results are reported at a FDR = 5% except where indicated. The SAM analysis excluded probes for which a signal was undetected on more than 25% of the arrays examined (i.e. 8 of 30 arrays; see [28]). This resulted in a final dataset consisting of 21,117 microarray probes (of the microarray containing ~44K probes). We then used the EM array method of the LSimpute algorithm to impute any missing values for the retained probes [34,35]. Again, detailed R scripts were adapted from those reported in [31] and are reported in the S1 File.

Our experiment includes two factors that could influence patterns of gene transcript abundance: rearing environment (treatment) and family (and the tank it was reared in), with a sample size of five juveniles from each family/treatment combination. A comparison of analysis methods for microarray data suggested that datasets with sample sizes of five or fewer are poorly classified using ANOVA-based methods [36]. Thus, we elected to investigate patterns of gene transcription in juveniles from our two rearing environments in SAM in two ways: first, we compared the transcription profiles of all 15 juveniles from the enriched to the 15 juveniles from the unenriched environment, regardless of family, in a single analysis. Second, the gene transcription profiles of juveniles from the enriched and unenriched environments within each of the families were compared.

Following identification of a candidate list of responsive genes in SAM, we used hierarchical clustering, implemented in Genesis [37], to visually examine similarities in transcription profiles among juveniles. Relative gene transcript abundance estimates were median-centered in Genesis, and then clustered using Pearson correlations across experiments (i.e. each juvenile = experiment). This gene list was also used as the basis of Gene Ontology (GO) term enrichment analysis, conducted in Blast2GO [38]. We annotated our gene list (test set) using a BLASTx alignment of the array’s expressed sequence tags/contigs against the NCBI nr database and mapped the results to GO terms. In Blast2GO we utilized a minimum expect (i.e. threshold) value (E-value) of 10^-6^, and the default HSP cut-off of 33 to identify significant GO terms. A Fisher’s exact test was then used to examine whether GO terms in our test set were over- or underrepresented compared to the representation of GO terms found on the 44K microarray (reference set) following annotation using human terms. We elected to compare our significantly differentially transcribed genes to annotated genes on the entire array because we were interested in identifying overrepresented functions in head tissues compared to the suite of all possible biological functions represented on the array [39]. We identified significant GO terms using a FDR < 5%.

Finally, principal components analysis (PCA) was also used to partition variation in gene transcription among juveniles at all 21,117 retained microarray probes. The PCA was run in the R package ade4TkGUI [40].

### Morphological variation

The body mass of juveniles conformed to a normal distribution (Shapiro-Wilk W: P > 0.05) so we used analysis of covariance (ANCOVA) to examine the influence of family and rearing environment on juvenile body mass. The model included fork-length as a covariate. Tests of normality and ANCOVA were conducted in JMP v. 10 (SAS Institute, Cary, NC) with a critical α = 0.05.

## Results

### Morphological variation and rearing environment

Juveniles from the enriched environment were significantly heavier than their full sibs reared in the unenriched environment, regardless of family (*P* = 0.0002; Table 2, Fig. 2). We also observed a significant effect of family on body mass: juveniles from the X35 and X22 families were significantly heavier than the X11 juveniles (*P* < 0.0001; Table 2, Fig. 2).

**Table 2:** Results of ANCOVA examining the influence of family and rearing environment on Atlantic salmon juvenile body mass. Fork length was included in the model as a covariate. The null hypothesis that each model factor’s effect on body mass was zero was tested with the F-statistic. Model and error degrees of freedom (DF) are indicated for the model as are DF for each factor. P-values falling below the critical α (0.05) are bolded.

		DF	F	P
Model		6,23	36.34	<**0.001**
	Length	1	22.68	<**0.001**
	Family	2	38.03	<**0.001**
	Rearing environment	1	19.76	**<0.001**
	Family × rearing environment	2	0.09	0.341

**Fig 2:**
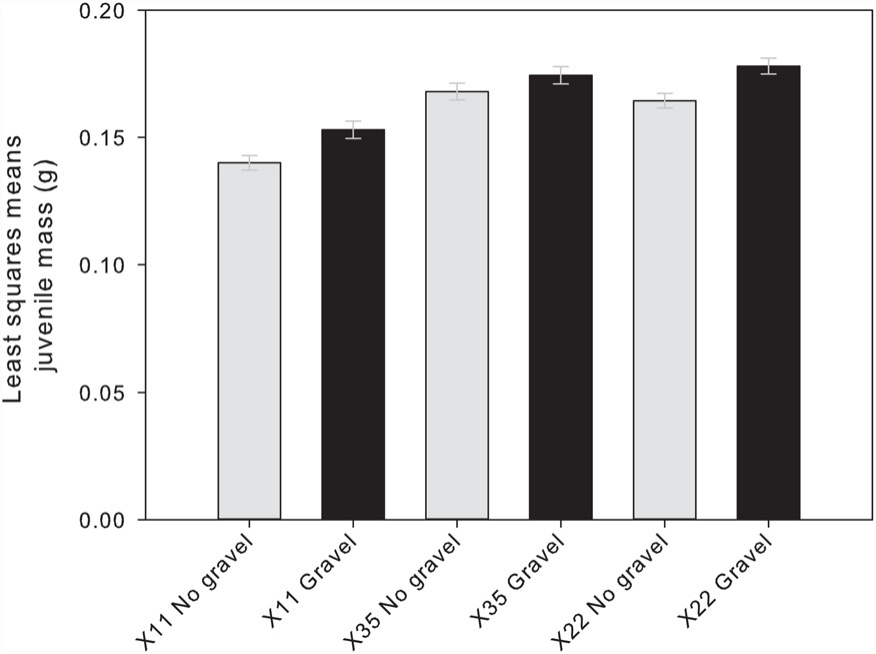
Body mass of juvenile Atlantic salmon from each of three families reared in an unenriched hatchery environment (grey bars) or a hatchery environment enriched with gravel (black bars). Body mass is shown as a least squares means (LSM) estimate derived from ANCOVA, which included fork length as a covariate in the model. Error bars show LSM body mass ± 1 SE.

### Transcriptional response to rearing environment

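Head transcript abundance was measured on 30 arrays of the salmonid microarray, 1 juvenile per array, with 5 juveniles from each of the families X11, X22 and X35 in each rearing environment and thus 15 enriched and 15 unenriched juveniles. The Cy5 channel held the RNA of the juvenile and the Cy3 channel the common reference on every array, so dye and sample type were never exchanged. The 30 arrays lay on 8 slides of up to 4 arrays each. Within family X11 only slide 4 held juveniles from both environments, 1 enriched and 3 unenriched. Within family X35 only slide 7 did, with 3 enriched and 1 unenriched. Each family had 1 tank per environment. The authors deposited the scanner's median signal and local background of every spot, in intensity units without normalization, and a table of normalized log2 ratios with imputed values for 21117 probes. Of the 45220 spots on an array, 43689 were not controls. The percentage of spots with a signal above the array's limit, the mean of the background + 2 SD, was 48.0 to 53.7% in Cy3, with a median of 49.8% on the enriched and 52.0% on the unenriched arrays, and 28.2 to 42.9% in Cy5, with medians of 39.7% and 37.8%. The median Cy5 signal of an array was 57 to 831.5, with a median of 279 on the enriched and 243 on the unenriched arrays, and the number of arrays limits the precision. In X11 the enriched arrays were mostly brighter, at 299.5 to 450.5 against 138 to 310.5. In X22 and X35 the medians lay the other way, at 237.5 against 293 and 243.5 against 264. The values used here were computed from the scanner signals by the steps of the paper's script: background subtraction, log2 of Cy5 over Cy3, a loess curve with a span of 0.4 within each array, and removal of spots with a flag of 1 or 2 or with a Cy3 signal under the limit. Probes missing on 8 or more of the 30 arrays were then left out, whereas the script counted missing values over more arrays than these 30. This left 21136 probes, 21098 of them shared with the authors' table, with 1.08% of the values missing and none imputed. The correlation with the authors' values was at least 0.997 on every array. The environments were compared with limma (two-sided, Benjamini-Hochberg adjustment), and a probe is called differentially transcribed where its adjusted p is under the FDR. A re-implementation of SAM with 100 permutations served as the other tool. A fold is the ratio of the mean unlogged ratios of the environments. Where a probe's Cy5 signal was under the limit on every measured array of an environment, the change is given at most as a bound. It was computed from Cy5 signals normalized between arrays. Each array of the dim environment was set at the lowest normalized signal above the limit, or at its own signal if higher. Arrays of the other environment kept their measured signals, also under the limit, so a bound is approximate where many were dim. Where the bound was above the fold of either the mean unlogged or the mean log2 ratios of Cy5 to Cy3, only the direction is given. Without exchanged dyes a bound stays open to dye bias.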

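In limma, 130 of the 21136 probes were differentially transcribed between the 15 enriched and the 15 unenriched juveniles at an FDR of 5%, 47 higher and 83 lower in the enriched environment. At an unadjusted p under 0.05 the count was 3381 probes (16.0%), of which 1542 were higher and 1839 lower. The re-implemented SAM called 553 probes on the same values, among them all 130, with 115 higher and 438 lower. The alternative that moved the count most took the means of the 6 tanks as samples, with family as a block. It gave 0 probes in limma, the only tool run on tank means, and 1995 probes (9.44%) at an unadjusted p under 0.05. With family as a fixed block it was 370 probes, all 130 among them. The count also changed with the slides. With slide as a fixed block it was 20 probes, 8 of them among the 130, and with slide as a random block it was 70 probes, 67 of them among the 130. Without family X11 the count was 3 probes, without X22 it was 79 and without X35 it was 440.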

A total of 808 genes were significantly differentially transcribed by juveniles reared in the unenriched versus enriched environments (FDR of 5%; gene list and fold-changes reported in Table A in S1 File). Of these genes, 674 of 808 (83%) were successfully annotated using BLASTx. 

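Table A in S1 File, as read here, lists 809 probes, and all were measured on these arrays. Over all families 110 of them were higher in the enriched environment, with a median log2 fold change of 0.55, and 699 were lower, with a median of -0.48. The median of the 110 probes was 0.70 in family X11, 0.43 in X22 and 0.42 in X35, and that of the 699 probes was -0.65, -0.40 and -0.32. The direction within the family was the direction over all families for 806 probes in X11, 784 in X22 and 790 in X35, and for 762 probes (94.2%) in all 3 families. Of all 21136 probes, 32.9% had a single direction in all 3 families, where chance gives 25%. Over all genes tested, 128 of the 809 probes were past the FDR of 5% in limma, and 807 were when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With normexp background correction 11 called probes were higher and 11 lower in the enriched environment.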

The majority of the genes responded similarly across the three families, with most genes relatively upregulated in juveniles from the unenriched environment (Table 3, Table A in S1 File). The top 10 differentially up- and downregulated genes, ranked by fold-change (enriched/unenriched environment), are shown in Table 3. 

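Over all families, all 20 probes of Table 3 changed to the side the table gives. By the mean log2 ratios the same held in X11 and in X22, whereas in X35 it held for 19 of the 20. For ttd non-photosensitive 1 protein homolog (C228R108), the environments did not differ detectably in X35 (limma adjusted p = 0.998), and the Cy5 signals of its 5 enriched juveniles there were all under the limit. By the ratio of the mean unlogged ratios it lay on the table's side. At an FDR of 5% limma called 9 of the 20 probes over all families, 6 higher and 3 lower in the enriched environment. It called 18 in X11, 1 in X22 and 0 in X35, where 10 probes had an unadjusted p under 0.05. The re-implemented SAM called 19 over all families. Adjusted over the list alone, the counts were 20 over all families, 20 in X11, 7 in X22 and 7 in X35, which is not independent evidence because the list was chosen on these juveniles. For 6 of the 20 probes the Cy5 signal was under the limit on every measured array of an environment, the enriched one for 4 probes and the unenriched one for 2. Cytochrome p450 2m1 (C204R103) was at least 2.43-fold higher in the enriched environment, with a mean log2 ratio to the reference of 0.58 ± 0.56 (SD, n = 15) against -1.50 ± 0.58 (SD, n = 15; limma adjusted p = 2.22e-07), and every enriched juvenile lay above every unenriched one. Hypothetical protein LOC324610 (C237R040) was 2.86-fold higher (log2 fold change 1.39, SE 0.17, limma adjusted p = 2.41e-05), and C211R110, listed in Table 3 as complement receptor type 1-like, was 2.28-fold higher (log2 fold change 1.24, SE 0.15, limma adjusted p = 2.24e-05). Gtpase imap family member 7 (C155R133) had a log2 fold change of 0.98 (SE 0.23, limma adjusted p = 0.0402) and was past the FDR under 4 of 10 other settings, with adjusted p from 0.0111 to 0.147. Its Cy5 signal was under the limit on 6 of the 15 enriched and 12 of the 15 unenriched arrays. A pair of probes outside Table 3 was among the 5 largest falls in computed log2 fold change, signals under the limit included, past the FDR with a single direction in all 3 families. E3 ubiquitin-protein ligase trim21-like (C103R085) had a log2 fold change of -1.45 (SE 0.32, n = 12 enriched and 14 unenriched, limma adjusted p = 0.0314), with Cy5 signals under the limit on 11 of the 12 enriched arrays, and stayed past the FDR under 6 of 10 other settings, with adjusted p from 0.0214 to 0.381. Beta-crystallin b3 (C238R102) was at least 2.00-fold lower in the enriched environment (limma adjusted p = 0.0314) and stayed past the FDR under 4 of 10 settings, with adjusted p from 0.0143 to 0.313.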

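Protein-glutamine gamma-glutamyltransferase e-like (C067R138) was at least 1.99-fold higher in enriched juveniles. Its Cy5 signal was under the limit on all 14 measured unenriched arrays and on 9 of the 15 enriched ones. Its mean log2 ratio to the reference was -0.31 ± 1.66 (SD, n = 15) in the enriched and -2.44 ± 1.46 (SD, n = 14) in the unenriched environment, a difference that was not past the FDR of 5% over all families (limma adjusted p = 0.0633). Under 10 other settings the adjusted p was between 0.0336 and 0.107, and 3 of them were under 0.05: the authors' values (0.0494), array quality weights (0.0425) and family as a fixed block (0.0336). Within families it was at least 1.59-fold higher in X11 (limma adjusted p = 0.0187), 3.52-fold in X22 (0.437) and 1.48-fold in X35 (0.894). In each family 3 of the 5 enriched arrays were under the limit as well, so these bounds are approximate. Myosin light polypeptide 4 (C086R103) was lower in enriched juveniles, whose Cy5 signals were all under the limit. Its bound was under the fold of the mean unlogged ratios and above that of the mean log2 ratios, so it is not given. Its mean log2 ratio was -4.35 ± 0.65 (SD, n = 15) in the enriched and -1.64 ± 2.55 (SD, n = 15) in the unenriched environment (limma adjusted p = 0.0402). The adjusted p lay between 0.0298 and 0.236 under 10 other settings and was under 0.05 with 4 of them. The unenriched juveniles spread more widely than the enriched ones. In 8 of them the log2 ratio of this probe was 0.02 to 0.99, and in the other 22 juveniles of both environments it was -5.33 to -2.75. It was lower in the enriched juveniles of each family, with limma adjusted p of 0.0140 in X11, 0.526 in X22 and 0.948 in X35.

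**Figure D1:**
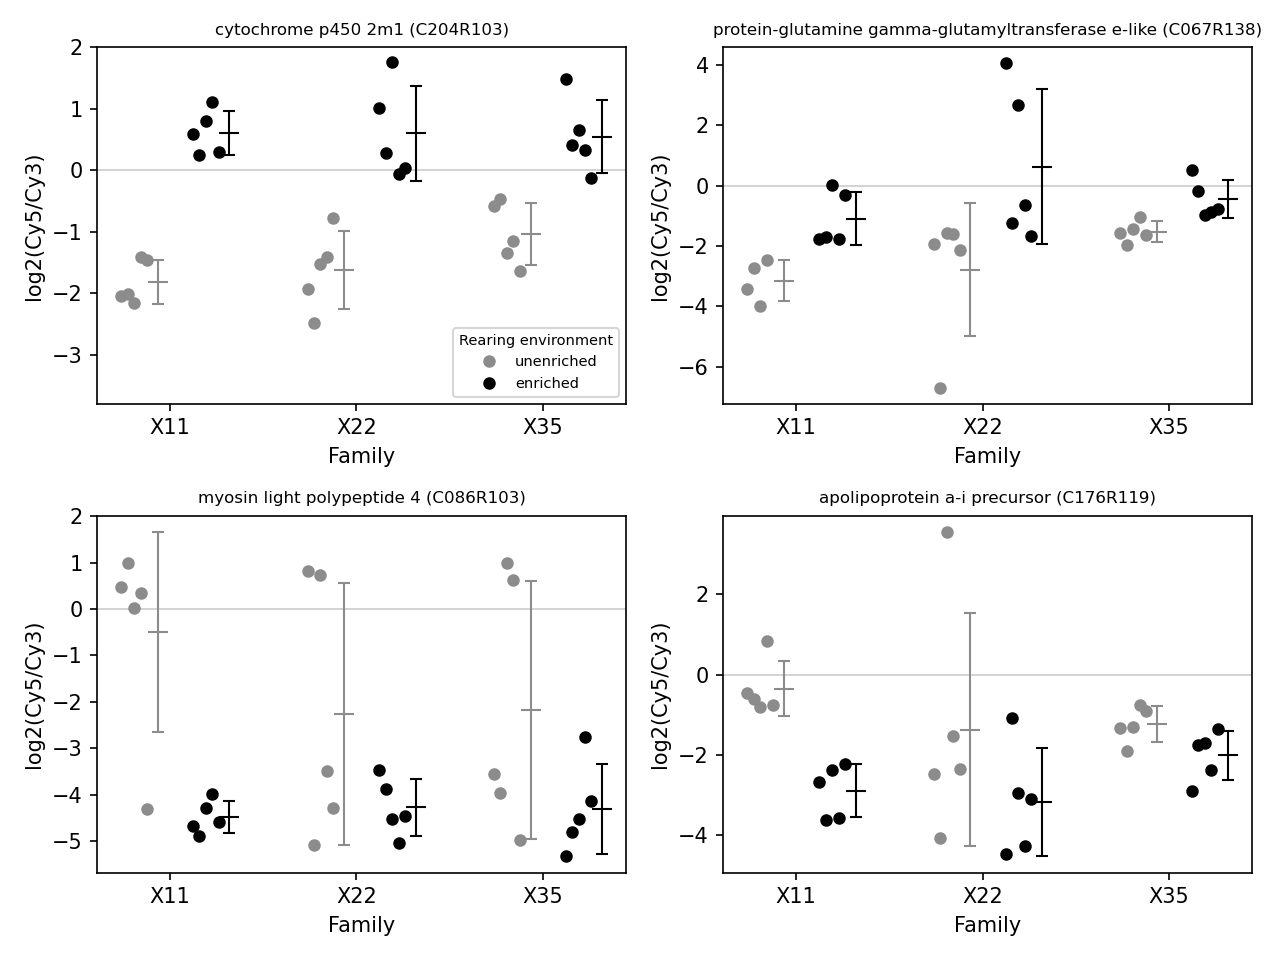
Log2 ratio of Cy5 (juvenile) to Cy3 (common reference) of 4 probes of Table 3, by family (x axis) and rearing environment (grey, unenriched; black, enriched). Each point is 1 juvenile, and the bars show the mean ± SD of up to 5 juveniles. For C086R103, 8 unenriched juveniles lie between 0.02 and 0.99 and the other 22 juveniles between -5.33 and -2.75.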

The top upregulated gene in the enriched environment was protein-glutamine gamma-glutamyltransferase e-like (8.6-fold), whereas the top downregulated gene was myosin light polypeptide 4 (16.7-fold; Table 3).

**Table 3:** List of the top ten differentially transcribed genes (for overall fold-change) in Atlantic salmon reared in each of the enriched and unenriched hatchery environments. The analysis of relative gene transcript abundance among juveniles from each of three families (X11, X22, X35) was performed using the cGRASP-designed 4×44K microarray. Significantly differentially transcribed genes were identified using a FDR = 5%. Fold-changes (enriched/unenriched) in gene transcript abundance are shown across all families and separately for each of the three families. Only genes that were successfully annotated using BLASTx are shown. Up to five GO terms associated with each gene are also indicated.

	Probe ID	Best BLASTx hit^a^	All families fold-change^b^	Fold-change(X11)	Fold-change(X22)	Fold-change(X35)	GO terms^c^
Relatively upregulated enriched	C067R138	protein-glutamine gamma-glutamyltransferase e-like	8.55	4.21	20.72	2.21	Peptide cross-linking (P); protein-glutamine gamma-glutamyltransferase activity (F); metal ion binding (F)
	C204R103	cytochrome p450 2m1	4.23	5.37	4.99	3.06	Heme binding (F); iron ion binding (F); oxidoreductase activity (F); organic acid metabolic process (P); small molecular metabolic process (P)
	C237R040	PREDICTED: hypothetical protein LOC324610	2.87	3.40	2.66	2.58	-
	C205R145	claudin-10-like	2.41	3.92	1.38	2.48	Structural molecule activity (F); cell junction (C); plasma membrane (C)
	C211R110	complement receptor type 1-like	2.26	1.99	2.87	2.12	Receptor activity (F)
	C051R138	hypothetical protein MTR_5g050970	2.05	2.22	1.92	2.09	-
	C211R161	metalloproteinase inhibitor 2 precursor	2.05	2.76	2.51	1.32	Metalloendopeptidase inhibitor activity (F); metal ion binding (F); negative regulation of endopeptidase activity (P); extracellular region (C)
	C026R035	protein phosphatase 1 regulatory subunit 14b	1.90	2.82	1.43	1.52	Regulation of phosphorylation (P); protein phosphatase inhibitor activity (F); protein phosphatase type 1 regulator activity (F)
	C001R030	metalloproteinase inhibitor 2 precursor	1.89	2.12	2.02	1.60	Metalloendopeptidase inhibitor activity (F); metal ion binding (F); negative regulation of endopeptidase activity (P); extracellular region (C)
	C155R133	gtpase imap family member 7	1.87	2.20	1.40	2.49	GTP binding (F); biological process (P); cellular component (C)
Relatively upregulated unenriched	C152R152*	ependymin-1 precursor	0.46	0.20	0.57	0.69	Cell-matrix adhesion (P); calcium ion binding (F); extracellular region (C)
	C147R072	asph protein	0.46	0.25	0.51	0.78	Negative regulation of cell proliferation (P); face morphogenesis (P); limb morphogenesis (P); endoplasmic reticulum membrane (C); oxidoreductase activity (F)
	C228R108	ttd non-photosensitive 1 protein homolog	0.46	0.25	0.49	0.95	None
	C233R135	myosin heavy chain	0.45	0.33	0.68	0.46	Metabolic process (P); muscle cell development (P); motor activity (F); myosin complex (C); plasma membrane (P)
	C211R037	ubiquitin thioesterase partial	0.44	0.23	0.43	0.79	Cell surface (C)
	C113R135	regulator of chromosome condensation	0.44	0.23	0.60	0.75	Nuclear membrane (C); spindle assembly (P); nucleosomal DNA binding (F); mitosis (P); regulation of S phase of mitotic cell cycle (P)
	C020R131	phosphatidylinositol transfer protein beta isoform isoform 2	0.31	0.22	0.46	0.42	Lipid binding (F); in utero embryonic development (P); phosphatidylinositol transported activity (F); Golgi apparatus (C); phospholipid binding (F)
	C176R119	apolipoprotein a-i precursor	0.15	0.16	0.07	0.59	Lipid metabolic process (P); lipid transport (P); cholesterol metabolic process (P); cholesterol transport (P); lipid binding (F)
	C251R080	myosin regulatory light chain atrial isoform	0.10	0.06	0.12	0.13	Calcium ion binding (F); dendritic spine (C); heart morphogenesis (P); atrial cardiac myofibril assembly (P); cardiac muscle tissue development (P)
	C086R103	myosin light polypeptide 4	0.06	0.04	0.08	0.08	Calcium ion binding (F); sarcomere organization (P); heart morphogenesis (P); ventricular cardiac myofibril assembly (P); cardiac muscle tissue development (P)

^a^Significantly differentially transcribed genes were annotated in Blast2GO using the BLASTx algorithm; the best BLASTx hit (E-value < 10^-6^) is presented.

^b^ Fold-changes are presented as output from siggenes.

^c^Up to five examples of GO terms mapped to each microarray probe in Blast2GO are indicated. The associated GO category, biological process (P), molecular function (F), and cellular component (C), is also indicated for each term in parentheses.

*While this gene was initially annotated as ependymin-1, further analyses suggest that contig C152R152 is chimeric (data not shown).

The hierarchical clustering analysis revealed three main clusters of individuals with similar transcription profiles. Individuals from each of the unenriched and enriched environments predominantly clustered together, except for three “enriched” individuals from family X35 that clustered together and more closely to juveniles from the unenriched environment (Fig. 3). 

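The log2 ratios of the 809 probes read from Table A were median-centred by probe and clustered by 1 minus the Pearson correlation. The paper's text names no linkage, and average linkage was used. Of the 3 clusters, the first held 12 unenriched juveniles (5 from X11, 2 from X22 and 5 from X35) and 3 enriched juveniles, all from X35 (replicates 3, 4 and 5). The second held 3 unenriched juveniles from X22. The third held 12 enriched juveniles, 5 from X11, 5 from X22 and 2 from X35. Thus 3 of the 30 juveniles lay in a cluster with a majority of the other environment. With normexp background correction 8 did. Cut into 2 branches in place of 3 clusters, the 3 unenriched juveniles of the second cluster lay with the 12 enriched ones of the third. The probes were selected for a difference between the environments on these same juveniles, so a separation by environment was built into the list.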

The cluster analysis also demonstrated that most of the differentially transcribed genes were relatively upregulated in juveniles from the unenriched environment (Fig. 3, Table A in S1 File).

**Fig 3:**
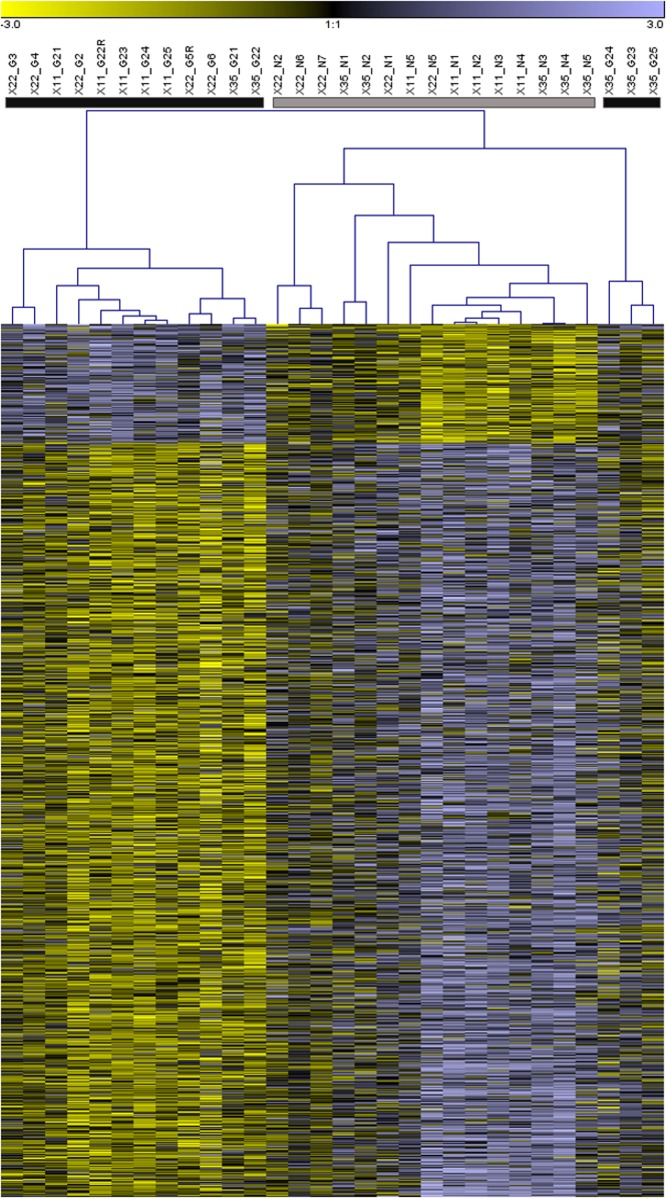
Hierarchical clustering of Atlantic salmon gene transcription profiles following juvenile rearing in unenriched and enriched hatchery environments. The heatmap depicts clustering of all 808 differentially transcribed genes, with the transcription profile of each individual represented by a column in the map. Grey and black color bars located above the columns correspond to individuals reared in unenriched and enriched environments, respectively. Above these bars, each profile is also labeled by family (X11, X22, X35), whether the individual was reared with gravel (G) or without gravel (N), and by individual identification number. For a given gene (i.e. row in heatmap) higher and lower gene transcript abundance, relative to the common reference sample, is indicated in purple and yellow, respectively.

### GO term enrichment in differentially transcribed genes

Within the list of 808 differentially transcribed genes, a total of 184 GO terms were significantly over- or underrepresented. The majority of the terms, 115 of 184 (63%), were associated with biological processes, including the terms “muscle cell development”, “muscle cell differentiation”, “cardiac myofibril assembly”, “M phase of mitotic cell cycle”, “mitosis”, and “cell cycle phase”, which were represented by more than 30 microarray features each (Table B in S1 File). We have summarized a selection of enriched GO terms associated with muscle, heart, cell cycle, and mitosis in Table 4. In Table C in the S1 File, we have also included a list of the 122 genes associated with the GO term “cell cycle” and the 63 genes associated with the term “heart development”. 

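All 122 probes listed under "cell cycle" and all 63 listed under "heart development" in Table C were measured. The median log2 fold change of the cell cycle probes was -0.46 over all families, -0.49 in X11, -0.38 in X22 and -0.42 in X35, with 114, 113, 109 and 113 probes lower in enriched juveniles. For the heart development probes the medians were -0.54, -0.67, -0.45 and -0.39, with 60, 60, 59 and 60 probes lower. A single direction in all 3 families was found for 115 cell cycle probes and 62 heart development probes. The setting that moved these medians most was slide as a fixed block, which gave -0.08 for the heart development probes in X35. There only slide 7 compares the environments, and this value rests on its 1 unenriched juvenile. The median over the cell cycle probes within each juvenile was -0.37 ± 0.046 (SD, n = 5) in enriched and 0.09 ± 0.078 (SD, n = 5) in unenriched juveniles of X11, -0.36 ± 0.096 and -0.00 ± 0.11 in X22, and -0.33 ± 0.26 and 0.06 ± 0.085 in X35. An exact two-sided permutation test of these medians gave p = 0.00794 in X11, 0.00794 in X22 and 0.0159 in X35, where 0.00794 is the smallest p that 5 juveniles against 5 allow. Over the heart development probes the medians were -0.51 ± 0.14 and 0.18 ± 0.20 in X11, -0.55 ± 0.14 and -0.03 ± 0.32 in X22, and -0.33 ± 0.18 and 0.04 ± 0.26 in X35 (exact permutation p = 0.00794, 0.00794 and 0.0317). All 5 enriched juveniles lay below every unenriched one in X11 and in X22 for both lists, and 4 of 5 did in X35. Because both lists were drawn from probes that differed on these arrays, the tests are not independent evidence. Over all genes tested, limma called 29 cell cycle probes over all families, 59 in X11, 1 in X22 and 0 in X35, where 44 had an unadjusted p under 0.05. Adjusted over the list alone, the counts were 121, 79, 16 and 17. Of the heart development probes it called 12, 31, 0 and 0, with 28 in X22 and 21 in X35 at an unadjusted p under 0.05, and 63, 47, 8 and 1 when adjusted over the list alone.

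**Figure D2:**
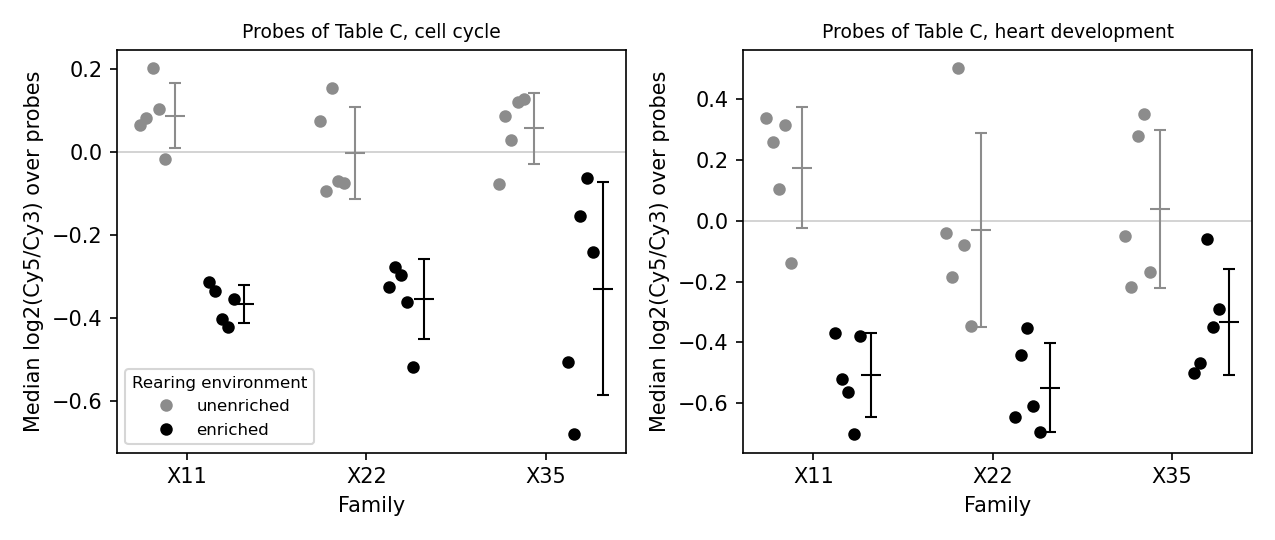
Median log2 ratio to the common reference over the 122 cell cycle probes and the 63 heart development probes of Table C in each juvenile, by family (x axis) and rearing environment (grey, unenriched; black, enriched). Each point is 1 juvenile, and the bars show the mean ± SD of 5 juveniles. In X11 and X22 all 5 enriched juveniles lie below every unenriched juvenile, and in X35 4 of 5 do.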

Fold-changes in transcript abundance at the genes annotated to “cell cycle” and “heart development” were similar among families in response to rearing environment (Table C in S1 File).

**Table 4:** Subset of overrepresented Gene Ontology (GO) terms linked to the biological processes mitosis/cell cycle and heart development. Overrepresented GO terms were identified through enrichment analysis, conducted in Blast2GO, of the 808 genes differentially transcribed by juvenile Atlantic salmon reared in unenriched and enriched hatchery environments. The total number of genes (i.e. microarray features) associated with each of the GO terms is indicated. Significance of the Fisher’s exact test (FDR < 5%) of GO term overrepresentation is also shown.

GO ID	GO Term	FDR	No. Genes	Representation
GO:0048738	cardiac muscle tissue development	7.02E-09	38	over
GO:0055003	cardiac myofibril assembly	1.24E-08	18	over
GO:0000279	M phase	1.38E-07	66	over
GO:0007507	heart development	2.49E-07	63	over
GO:0055013	cardiac muscle cell development	2.63E-07	19	over
GO:0055006	cardiac cell development	3.35E-07	20	over
GO:0022402	cell cycle process	9.22E-07	106	over
GO:0000087	M phase of mitotic cell cycle	1.2E-06	50	over
GO:0022403	cell cycle phase	1.31E-06	90	over
GO:0007067	mitosis	1.02E-05	46	over
GO:0000280	nuclear division	1.03E-05	46	over
GO:0000278	mitotic cell cycle	1.42E-05	86	over
GO:0060048	cardiac muscle contraction	2.08E-05	19	over
GO:0007049	cell cycle	5.29E-05	122	over
GO:0003015	heart process	6.35E-05	31	over
GO:0060047	heart contraction	6.35E-05	31	over
GO:0007059	chromosome segregation	6.35E-05	25	over
GO:0055007	cardiac muscle cell differentiation	0.00011	19	over
GO:0003007	heart morphogenesis	0.012801	30	over

Given the over-representation of GO terms associated with mitosis in our gene list, we conducted a separate hierarchical clustering analysis of all 46 genes associated with the “mitosis” GO term (Table 4, Fig. 4). As in the analysis of all 808 genes, three major clusters of juveniles formed; the first cluster was entirely comprised of juveniles reared in the enriched environment and the second was predominantly comprised of juveniles reared in the unenriched environment, except for one “enriched” juvenile from family X22 that clustered with the latter group (Fig. 4). The third cluster comprised the same three “enriched” juveniles from family X35 that formed a separate cluster in the analysis of all 808 differentially transcribed genes (Fig. 4).

**Fig 4:**
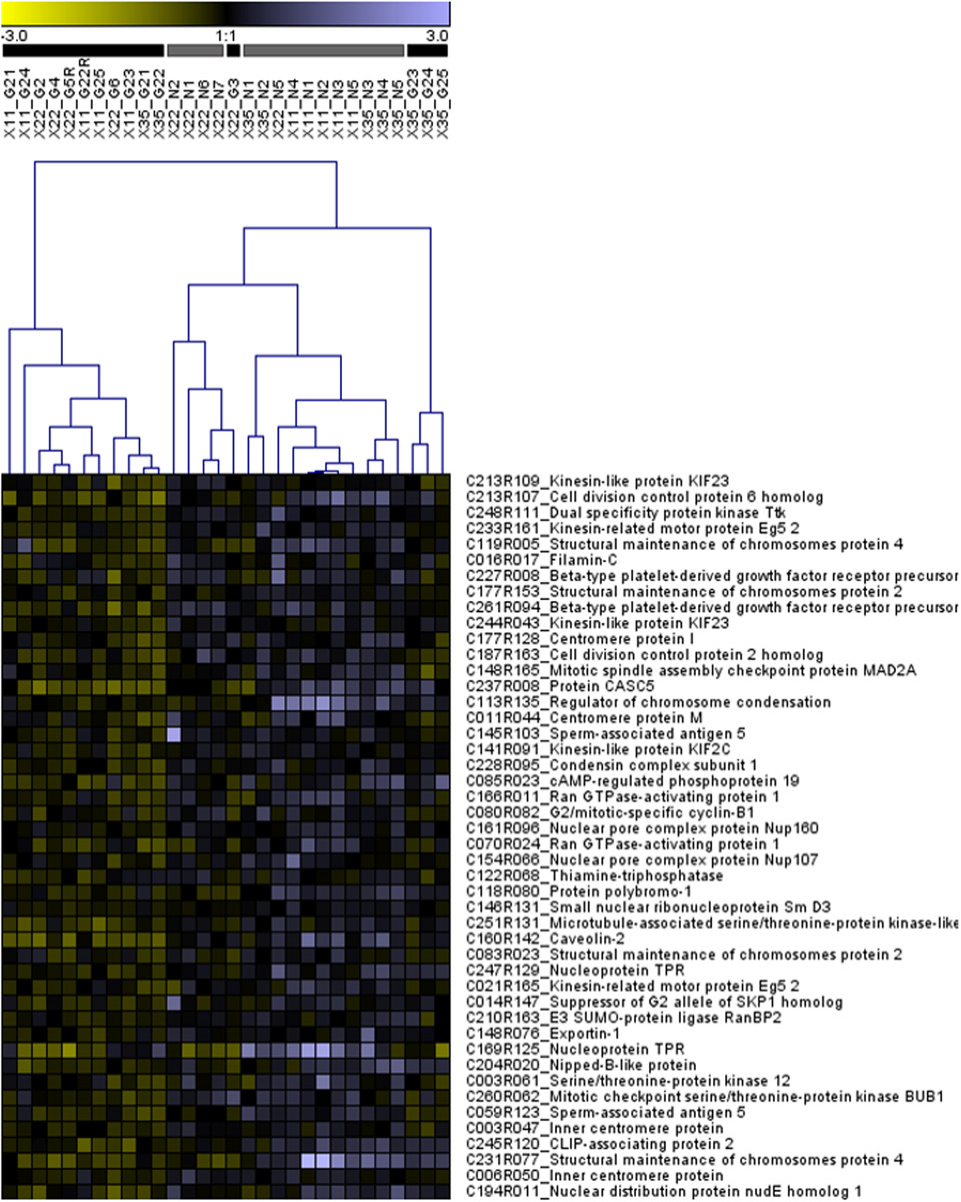
Hierarchical clustering of 46 genes associated with the GO term “mitosis” that were differentially transcribed by salmon juveniles reared in enriched and unenriched hatchery environments (also see Table C in S1 File). Grey and black color bars located above the columns correspond to individuals reared in unenriched and enriched hatchery environments, respectively. Above these bars, each profile is labeled by family (X11, X22, X35), whether the individual was reared in the enriched “gravel” (G) or unenriched “no gravel” (N) treatment, and by individual identification number. For a given gene (i.e. row in heatmap) higher and lower gene transcript abundance, relative to the common reference sample, is indicated in purple and yellow, respectively.

In addition to biological processes, 45 GO terms associated with cellular components were highly represented (i.e. > 30 microarray features) in our gene list. Several were linked to muscle cell components, including “sarcomere”, “myofibril”, and “contractile fiber” (Table B in S1 File). Twenty-four GO terms were associated with molecular function including “structural constituent of muscle”, “protein kinase C binding”, and “structural molecule activity”.

### Gene transcription response across families

Our independent analyses of the three families revealed considerable variation in the degree of gene transcription response to rearing environment. 

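Each family was tested on its own 10 arrays, 5 enriched against 5 unenriched juveniles. The unadjusted limma p was under 0.05 for 6551 probes (31.0%) in X11, 2133 (10.1%) in X22 and 1073 (5.08%) in X35, where chance gives 5%. The median absolute log2 fold change was 0.28 in X11, 0.19 in X22 and 0.16 in X35. The median SD within an environment differed less between the families, at 0.30, 0.32 and 0.33.

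**Figure D3:**
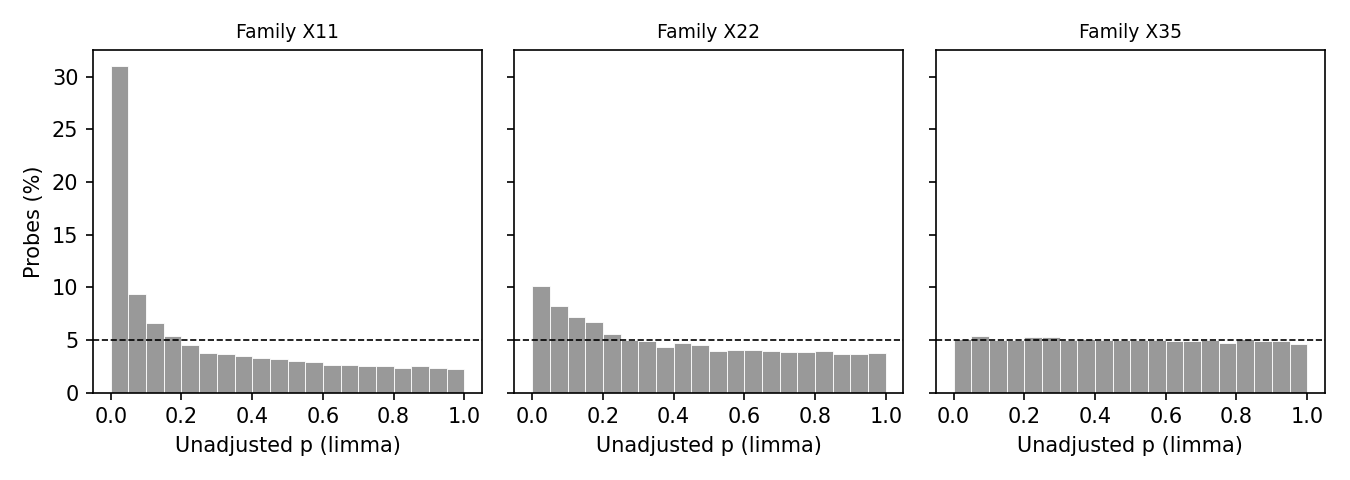
Percent of probes (y axis) in each bin of 0.05 of the unadjusted limma p (x axis) for the comparison of enriched with unenriched juveniles within each family. The dashed line marks the 5% that each bin would hold by chance. The first bin holds 31.0% of the probes in X11, 10.1% in X22 and 5.08% in X35.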

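At an FDR of 5%, limma called 2717 of 21136 probes (12.9%) in X11 and 1 probe in X22, metalloproteinase inhibitor 2 precursor (C211R161), which was also called in X11. The re-implemented SAM called 5086 probes in X11 and 10 in X22, with 2 in common. The alternative that moved the X11 count most was slide as a fixed block, under which the environments could be compared only on slide 4. It gave 12 probes, 3 of them among the 2717, and 1281 probes at an unadjusted p under 0.05. Slide as a random block gave 2651. With each X11 juvenile left out in turn the count was between 1230 and 3042. It moved by more than 1.5 times without enriched replicate 2 (1382), 3 (1247), 4 (1559) or 5 (1307) and without unenriched replicate 1 (1312) or 2 (1230). In X22 the count was 0 without enriched replicate 1, 2, 4 or 5 and without unenriched replicate 1, 2, 3 or 4, 3 without enriched replicate 3 and 1 without unenriched replicate 5. It was also 0 with normexp background correction, with scaling between arrays and without the filter on dim spots. Probes with an unadjusted p under 0.05 in both families numbered 677, where independence of the families would give 661, and 450 of the 677 had the same direction. For X11 and X35 the number was 321, where independence would give 333, and 248 of the 321 had the same direction.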

Families X22 and X11 showed 17 and 3445 significantly differentially transcribed genes (FDR < 5%), respectively, and only three genes in common: metalloproteinase inhibitor 2 precursor (Probe ID = C211R161), cd276 antigen (Probe ID = C010R015), and T-cell surface glycoprotein cd5-like (Probe ID = C260R032). Metalloproteinase inhibitor 2 precursor was relatively upregulated, whereas cd276 antigen and t-cell surface glycoprotein cd5-like were relatively downregulated under the enriched conditions (Table D in S1 File). 

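C211R161 had a log2 fold change of 1.52 (SE 0.33, n = 5 and 5, limma adjusted p = 0.0170) in X11 and 1.35 (SE 0.16, n = 5 and 5, limma adjusted p = 0.0268) in X22, and in each of the families every enriched juvenile was above every unenriched one. In X22 the adjusted p was between 0.00366 and 0.570 under 10 other settings and under 0.05 with 6 of them. It was 0.0558, 0.164, 0.151 and 0.0524 without enriched replicate 1, 2, 4 and 5 and 0.125, 0.156, 0.127 and 0.0943 without unenriched replicate 1, 2, 3 and 4. In X11 it was 0.696 with slide as a fixed block and under 0.05 with the other 9 settings, of which the lowest gave 0.00874. Cd276 antigen (C010R015) had a log2 fold change of -0.51 (SE 0.15, limma adjusted p = 0.0493) in X11 and -0.95 (SE 0.16, limma adjusted p = 0.184) in X22. In X11 it was past the FDR under 4 of 10 other settings, with adjusted p from 0.0336 to 0.755. It was past the FDR without unenriched replicate 1 (0.0424) and not without any of the other 9 juveniles, with adjusted p up to 0.102, the value without enriched replicate 4. Without enriched replicates 1, 2, 3 and 5 it was 0.0853, 0.0795, 0.0752 and 0.0568, and without unenriched replicates 2, 3, 4 and 5 it was 0.0992, 0.0841, 0.0791 and 0.0749. T-cell surface glycoprotein cd5-like (C260R032) had Cy5 signals under the limit on every measured array of both environments in X11 and in X22, so no fold is given. Its limma adjusted p was 0.0646 in X11 and 0.184 in X22. In X11 it was under 0.05 with 4 of 9 other settings (0.0153 to 0.997) and without enriched replicate 1 (0.0203) or unenriched replicate 4 (0.0353). In X22 it was under 0.05 with 1 of 9 settings, median centring (0.0216, range 0.0216 to 0.678), and without enriched replicate 3 (0.0442).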

A full list of differentially transcribed genes in each of the three families is reported Table D in S1 File.

The gene transcription patterns of X35 juveniles reared under enriched and unenriched hatchery environments did not differ significantly at our threshold FDR of 5%. However, 13 genes were marginally significantly differentially transcribed (FDR = 8%) by juveniles from the two rearing environments, and of these genes, six were also identified as differentially transcribed by juveniles from family X11 (Table A, D in S1 File). These genes included c4b-binding protein alpha chain precursor (Probe ID = C211R110; upregulated in enriched environment), sperm-associated antigen 5 (Probe ID = C059R123; downregulated in enriched environment), dep domain containing protein 1a isoform 2 (Probe ID = C153R058; downregulated in enriched environment), heterogeneous nuclear ribonucleoprotein l (Probe ID = C018R137; downregulated in enriched environment), prostaglandin E synthase 3 (Probe ID = C237R046; downregulated in enriched environment), and a hypothetical protein LOC324610 (Probe ID = C237R040; upregulated in enriched environment; Table A, D in S1 File). 

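In family X35 limma called 0 of 21133 probes at an FDR of 5% and 0 at 8%, with a smallest adjusted p of 0.142. At an unadjusted p under 0.05 there were 1073 probes, 466 higher and 607 lower in the enriched environment. The re-implemented SAM called 3 probes at 5% and 3 at 8%. With the authors' values it called 5 and 14. The alternative that moved the count at 5% most took the contrast from a fit of all 6 groups, which shares the estimate of the spread among families, and gave 6 probes, and 18 at 8%. Without enriched replicate 4 the count was 1, and it was also 1 without enriched replicate 5; it stayed at 0 without each of the other 8 juveniles.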

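In X35, C211R110 had a log2 fold change of 1.11 (SE 0.15, limma adjusted p = 0.209) and C237R040 of 1.30 (SE 0.23, limma adjusted p = 0.383), against 0.99 (limma adjusted p = 0.0142) and 1.50 (limma adjusted p = 0.0264) in X11. Sperm-associated antigen 5 (C059R123) had a log2 fold change of -0.92 (SE 0.17, limma adjusted p = 0.393) in X35 and -0.55 (SE 0.16, limma adjusted p = 0.0399) in X11. Its X11 value was past the FDR under 7 of 10 other settings (0.0314 to 0.765) and without enriched replicate 4 or unenriched replicate 2, with a lowest adjusted p of 0.0284. It was not without enriched replicates 1, 2, 3 and 5 (0.0641, 0.0786, 0.0926 and 0.0858) or unenriched replicates 1, 3, 4 and 5 (0.0659, 0.0741, 0.0591 and 0.0659). Dep domain containing protein 1a isoform 2 (C153R058) was lower in enriched juveniles of X35, whose Cy5 signals were all under the limit (limma adjusted p = 0.393), and had a log2 fold change of -1.05 (SE 0.20, limma adjusted p = 0.0123) in X11. Heterogeneous nuclear ribonucleoprotein l (C018R137) had a log2 fold change of -1.24 (SE 0.25, limma adjusted p = 0.563) in X35 and -0.62 (SE 0.15, limma adjusted p = 0.0248) in X11, whereas in X22 it was 0.88 (SE 0.39, limma adjusted p = 0.482). The test of a difference among the families gave an adjusted p of 0.0580. In X11 its adjusted p was over 0.05 without enriched replicate 2 (0.0555) or 5 (0.0561) and without unenriched replicate 1 (0.0581) or 2 (0.0574). Prostaglandin E synthase 3 (C237R046) was lower in enriched juveniles of X35 (limma adjusted p = 0.765). Its Cy5 signals there were under the limit on all 5 enriched and 4 of the 5 unenriched arrays, so no bound is given. In X11 its Cy5 signals were under the limit in both environments (limma adjusted p = 0.0143). With slide as a fixed block the X11 adjusted p of C059R123, C153R058, C018R137 and C237R046 was 0.765, 0.926, 0.922 and 0.916, the highest of each gene's settings; the lowest were 0.0314, 0.00760, 0.0114 and 0.00516.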

There were no (marginally significantly) differentially transcribed genes in common between families X35 and X22.

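At an unadjusted limma p under 0.05, 119 probes were shared between X35 and X22, where independence of the families would give 108, and 93 of the 119 had the same direction in both. On each family's own arrays neither limma nor the re-implemented SAM called a probe in both families (FDR of 5% in X22 and 8% in X35), and the same was found with the authors' values. The limma fit of all 6 groups called 2 probes in both, C204R103 and C211R110.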

In all three families, the majority of the differentially transcribed genes were relatively downregulated in the juveniles from the enriched environment compared to juveniles from the unenriched environment. 

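Of the 2717 probes called in X11, 1274 (46.9%) were higher and 1443 lower in the enriched environment. The share that was higher was under 50% with each of the 15 other settings run and lowest, at 33.3% of 12 probes, with slide as a fixed block. At an unadjusted p under 0.05, 3243 probes were higher and 3308 lower in X11, 874 higher and 1259 lower in X22, and 466 higher and 607 lower in X35. The only probe called in X22 was higher in enriched juveniles.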

In families X22 and X35, only 1 of 17 (6%) and 3 of 13 (23%) differentially transcribed genes were upregulated in juveniles reared in the enriched environment (Table D in S1 File). For family X11, 1402 of 3445 (41%) differentially transcribed genes were upregulated in juveniles from the enriched environment (Table D in S1 File).

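Of the 3445 probes that Table D lists for X11, 3441 were measured here and all 3441 changed to the side the table gives. Limma called 2685 of them over all genes tested, and 3433 when adjusted over the list alone. The 17 probes listed for X22 all changed to the listed side; 1 was called over all genes tested and 17 when adjusted over the list alone. For X35, all 13 listed probes changed to the listed side. Limma called 0 of them over all genes tested, although all 13 had an unadjusted p under 0.05, and 13 when adjusted over the list alone. The adjusted p over all genes was 0.142 to 0.765. The re-implemented SAM, at the paper's FDR of 5% for X22 and 8% for X35, called 8 of the 17 and 2 of the 13, and on the authors' values it called all 17 and all 13. These counts are not independent evidence because the study chose the lists on these samples.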

The first two axes arising from the PCA explained 50% (PC1 = 29%, PC2 = 21%) of the variation in gene transcript abundance observed among juveniles from the three families (Fig. 5). 

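A principal components analysis of the 18626 probes measured on all 30 arrays, each centred and scaled, placed 18.0% of the variance on PC1, 10.6% on PC2 and 9.13% on PC3, or 28.6% on the first 2 axes. The jackknife SD of the 28.6% over juveniles was 2.05 percentage points. The planned setting that moved it most left the probes unscaled and gave 36.9%. With the arrays as variables and the probes as observations, a setting chosen after seeing the data, the authors' values gave 28.6% on PC1 and 21.1% on PC2, or 49.6% together.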

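Over the 18626 probes, the distance of a juvenile from the centre of its family and environment was 113 ± 13.8 (SD, n = 10) in X35, 103 ± 11.1 (SD, n = 10) in X11 and 108 ± 25.2 (SD, n = 10) in X22. The difference between X35 and X11 had p = 0.0880 and that between X35 and X22 p = 0.616 (two-sided permutation tests with 100000 resamplings), or 0.235 and 0.616 after adjustment over 8 tests on these axes and distances. Along PC1 alone the SD of the scores was 56.8 in X35, 53.7 in X11 and 24.1 in X22. Along PC2 it was 28.0, 17.0 and 46.7.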

There appeared to be greater variation among individuals from family X35 compared to families X11 and X22. Specifically, six X35 juveniles grouped into their own cluster, exhibiting relatively high scores along PC1; the other four juveniles grouped together near the origin of PC1 and PC2. 

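The PC1 scores of the 6 juveniles were 71.1 to 123, and those of the other 4 X35 juveniles were -24.8 to -2.21.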

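The 6 X35 juveniles with scores of 71.1 or more were replicates 3, 4 and 5 of each environment. Mean PC1 scores in X35 were 39.8 ± 50.0 (SD, n = 5) for enriched and 58.7 ± 67.4 (SD, n = 5) for unenriched juveniles (exact two-sided permutation test, p = 0.556, adjusted over the 8 tests 0.616). On PC2 the exact permutation p was 0.262.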

The cluster of X35 individuals with high PC1 scores was composed of three “unenriched” and three “enriched” juveniles and thus, does not appear to be related to rearing environment. It is possible that this high degree of intra-family variation could have limited our ability to detect relatively smaller changes in gene transcript abundance related to rearing environment. In contrast to the patterns observed for family X35, the transcription patterns of individuals from families X11 and X22 were relatively continuously distributed along the component axes. Interestingly, for family X11, all five juveniles reared in the enriched environment clustered together. 

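In X11 the PC1 scores were -66.4 ± 19.6 (SD, n = 5) for enriched and 26.7 ± 26.2 (SD, n = 5) for unenriched juveniles, and the highest enriched score, -33.6, was below the lowest unenriched one, -0.60. The exact permutation test gave p = 0.00794, the smallest that 5 against 5 allow, or 0.0635 adjusted over 8 tests. On PC2 the exact permutation p was 0.0397, or 0.159 adjusted. The mean distance between pairs of juveniles on the first 2 axes was 26.4 among the enriched and 40.2 among the unenriched juveniles of X11, and 55.3 to 83.6 in the 4 groups of the other families.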

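On PC2 the enriched juveniles of X22 scored 43.0 ± 49.0 (SD, n = 5) and the unenriched ones -0.08 ± 36.6 (SD, n = 5), a difference within the spread of the juveniles (exact two-sided permutation test, p = 0.167, or 0.333 adjusted over 8 tests). The enriched scores ran from -31.3 to 104 and the unenriched ones from -60.6 to 26.8. On PC1 the exact permutation p was 0.333.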

There also appeared to be some separation of X22 juveniles reared in the unenriched and enriched environments along PC2 (Fig. 5).

**Fig 5:**
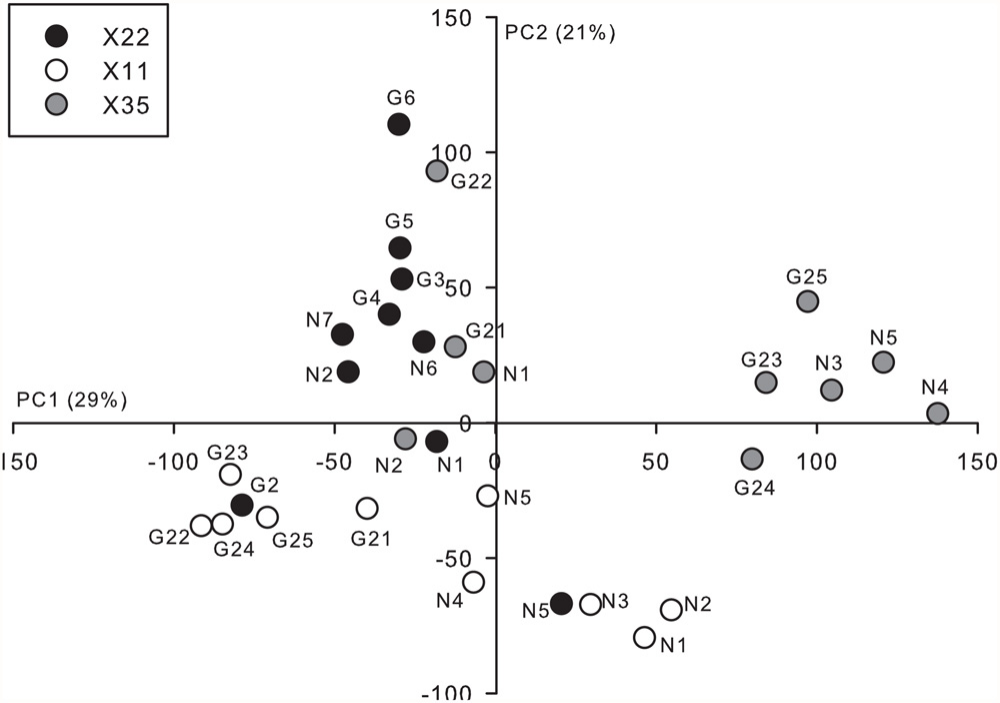
Principal components analysis of the head transcription profiles of Atlantic salmon juveniles exposed to either an unenriched or enriched hatchery rearing environment during early development. Principal component (PC) scores for individuals from family X35, X11, and X22, are shown by the grey, open, and black circles, respectively. The points are also labeled by individual ID and whether they were reared in a hatchery environment with (G) or without (N) the addition of gravel substrate for environmental enrichment. PC axes 1 and 2 explained 29% and 21% of the respective variation in relative gene transcript abundance observed among the juveniles.

## Discussion

In this study, we utilized a powerful split-family breeding design to examine the influence of environmental enrichment on juvenile Atlantic salmon growth and gene transcription. Following several weeks of exposure to a traditional or experimentally enriched hatchery environment, we observed clear differences in juvenile size; juveniles from the enriched environment were heavier, even after controlling for body length, than their full sibs from the unenriched environment. Previous studies of salmonids have also demonstrated differences in growth and condition related to environmental enrichment, likely driven by the differing energetic requirements of juveniles reared with and without structure [18,41,42]. Though we were unable to investigate activity levels as part of this study, the absence of structural support in the unenriched environment may have led to more frequent swimming by juveniles in order to maintain vertical stability [42–44], potentially decreasing the efficiency of yolk-sac utilization [45].

In contrast to their relatively consistent growth responses to rearing environment, the three families responded distinctly at the gene transcription level. One of the families (X11) exhibited an extreme response to rearing environment, with 16% (3,445/21,117) of genes showing significantly different transcription patterns in full sibs reared in the unenriched compared to enriched environment. 

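The median absolute log2 fold change of the probes called in X11 was 0.76 in X11. Taken in X11's direction, the median of the same probes was 0.10 in X22 and 0.14 in X35. In X22, 1718 of them (63.2%) changed in X11's direction, 231 with an unadjusted p under 0.05, and in X35 1909 (70.3%) did, 125 with an unadjusted p under 0.05. The slides can be separated from the environments in X11 only on slide 4. Of the 1000 probes with the smallest p on the other slides, 87.2% kept their direction in the enriched juvenile of slide 4 against the unenriched juveniles beside it. With each of those 3 unenriched juveniles taken as the enriched one in turn, 19.2, 42.7 and 50.8% did. With 1 enriched juvenile on slide 4, this cannot decide whether slides lie behind the difference.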

Full sibs from the other two families (X22 and X35) exhibited relatively few significantly differentially transcribed genes (< 20) when reared in the different environments. We did not design our experiment to formally test for an influence of parental origin or population on patterns of gene transcription in developing salmon. Each family was reared in a single enriched and unenriched replicate, and thus it is not possible to tease apart family from replicate effects. However, the use of farmed (domestic) × wild salmon versus wild-only fish in the weakly (X22 and X35) and strongly responsive crosses (X11), respectively, points to a potential role for genetic differences between wild and farmed populations as a driver of transcriptomic response to rearing environment [46–50]. Domesticated salmon have undergone artificial (directional) selection over multiple generations for marketable traits, such a large body size, which is likely to alter gene expression profiles [4,47,51,52], and indeed the two families derived from farm origin fathers (X22 and X35) grew more compared to the offspring of wild origin male and female parents, regardless of rearing environment. The influence of population/parental effects on the gene transcription responses of salmon to environmental enrichment requires further exploration under a more formal quantitative genetic framework. However, our results preliminarily suggest that genotype × environment effects influence the head transcriptome of developing salmon, and from an applied perspective, suggest that these effects may impact the efficacy of environmental enrichment programs during captive-rearing.

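Whether the response differed among the families was tested with the interaction of family and environment in a limma fit of all 6 groups. Of 21133 probes, 13 differed at an FDR of 5%, and 3243 (15.3%) had an unadjusted p under 0.05. SAM was not run on the interaction. Of the 13 probes, 10 were also called in X11. Catalase (C237R146) had the smallest adjusted p (0.000382). Its value in X11 rested on 1 enriched and 2 unenriched juveniles, and its Cy5 signals there were under the limit on all 5 arrays of each environment. Transcription initiation factor tfiid subunit 1-like (C110R127) had a limma adjusted p of 0.0172, with Cy5 signals under the limit on all 5 arrays of the enriched X11 juveniles. For protein regulator of cytokinesis 1 (C202R134) it was 0.0172 as well, but its Cy5 signals were under the limit on all 5 arrays of every family and environment, so no fold is given. These 3 were chosen for mention after their values were seen. The alternative that moved the count most was array quality weights, with 400 probes, all 13 among them. With slide as a fixed block it was 19 probes, 2 of them among the 13. With each juvenile left out in turn the count was between 1 and 120 and stayed within 1.5 times of 13 for 9 of the 30. In X11 it was 98, 4, 1, 6 and 3 without enriched replicates 1 to 5 and 7, 3, 7 and 33 without unenriched replicates 1, 2, 3 and 5. In X22 it was 120, 4, 29 and 8 without enriched replicates 1 to 4 and 7, 72, 21 and 4 without unenriched replicates 2 to 5. In X35 it was 5 without enriched replicate 4 and 5, 23 and 27 without unenriched replicates 1, 3 and 4. From the counts of differentially transcribed genes in the 3 families, and from the wild parentage of X11 against the farmed fathers of X22 and X35, the paper proposes that genotype × environment effects influence the head transcriptome.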

It is also possible that apparent differences in gene transcription response to rearing environment among families are, in part, a consequence of low power related to limited sample sizes. 

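The power of the tests was examined on simulated data with the number of probes and arrays of the experiment and 200 changed probes. With 15 juveniles against 15, limma called 196 of the 200 changed probes (98%) at an FDR of 5%, and with 5 against 5 it called 130 (65%). The re-implemented SAM called 194 and 128. The interaction test called 106 of 200 (53%). Of the probes called, 5.77% and 4.41% were unchanged ones in limma with 15 against 15 and 5 against 5. In SAM they were 5.83% and 7.91%, and in the interaction test 5.36%. The shares of changed probes called depend on the size of the simulated change. They do not give the power for the changes in these juveniles. With no changed probe, limma called 0 probes in the 15 against 15 comparison, the setting in which this was run. The simulated noise was independent between probes, without family, tank or slide effects. The shares of unchanged probes and the 0 calls thus do not show how errors are controlled on these arrays.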

Small sample sizes and the issue of low power are common in microarray studies, as they are costly and laborious to conduct [36]. By analysing the transcription profiles of all 30 juvenile salmon in a single analysis we were able to evaluate a generalized response to rearing environment. Overall, the combined analysis of all three families identified 808 genes with altered transcription patterns between rearing environments. 

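Across the 21136 probes, the log2 fold changes of the families were weakly related. Between X11 and X22 Pearson's r was 0.12 and Spearman's rho 0.10, between X11 and X35 they were 0.21 and 0.22, and between X22 and X35 they were 0.12 and 0.14. These are correlations across probes, which are not independent replicates. All 130 probes called over all families changed in a single direction in the 3 families. They were chosen for a difference over these same families, which favours a single direction, so this is not independent evidence.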

The gene transcription patterns of juveniles reared in the enriched compared to unenriched environments are reported for each of the three families in Table A in the S1 File and Fig. 3, both of which demonstrate a generally consistent response by the families to rearing environment.

Within this gene list, our GO term enrichment analysis identified 184 terms over-, or less commonly, underrepresented in the head transcriptome. Among the top overrepresented terms, based on highly significant FDRs and number of differentially transcribed genes (i.e. > 30 microarray features) associated with each term, were those associated with muscle cell growth and development (e.g. sarcomere, myofibril) and cardiac muscle/heart development. Also, several of the most overexpressed genes in juveniles from unenriched environments were associated with muscle/heart/limb development (e.g. myosin heavy chain, asph protein, myosin regulatory light chain atrial isoform, myosin light polypeptide 4) and face and limb morphogenesis (asph protein). 

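Myosin heavy chain (C233R135) had a log2 fold change of -1.11 (SE 0.23, limma adjusted p = 0.0263) over all families and stayed past the FDR under 8 of 10 other settings, with adjusted p from 0.0145 to 0.188. Its Cy5 signal was under the limit on 13 of the 15 enriched and 4 of the 15 unenriched arrays. Asph protein (C147R072) had a log2 fold change of -0.91 (SE 0.27, limma adjusted p = 0.107) over all families, where 0 of 11 other settings called it (0.0671 to 0.322), and -1.93 (SE 0.29, limma adjusted p = 0.00521) in X11. Myosin regulatory light chain atrial isoform (C251R080) was 10.2-fold lower in enriched juveniles (log2 fold change -2.33, SE 0.54, limma adjusted p = 0.0378) and stayed past the FDR under 5 of 11 other settings, with adjusted p from 0.0242 to 0.238. Its log2 ratio was 0.37 to 1.34 in 8 unenriched juveniles and -3.71 to -1.85 in the other 7 unenriched and all 15 enriched juveniles. The 8 juveniles were the same 8 that were high for myosin light polypeptide 4, 4 from X11, 2 from X22 and 2 from X35.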

While the head tissues were isolated in a consistent manner from salmon from each of the rearing environments, it is possible that differences the size or developmental stage of salmon (and associated allometric effects) from each of the rearing environments could contribute to differences in muscle and organ tissue-associated transcripts in head tissues.

However, several other genes associated with growth and development were found to be differentially transcribed in the head tissues of juveniles from the enriched and unenriched rearing environments. A gene associated with lipid metabolism (apolipoprotein a-i precursor) was relatively upregulated by juveniles from the unenriched environment, suggesting that environmental enrichment leads to differing lipid utilization by salmon juveniles [53]. Also, two microarray features annotated to metalloproteinase inhibitor 2 precursor (also known as tissue inhibitor of matrix metalloproteinase 2) were relatively upregulated by juveniles from the enriched environment. 

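Apolipoprotein a-i precursor (C176R119) was lower in enriched juveniles. Its Cy5 signal was under the limit on all 15 enriched arrays and 13 of the 15 unenriched ones, so no bound is given. Over all families it was not past the FDR of 5% (limma adjusted p = 0.0850), nor under any of 10 other settings (0.0583 to 0.274). It was lower in enriched juveniles of X11 (limma adjusted p = 0.00480) and of X22 (limma adjusted p = 0.587). In each of these families the Cy5 signal was under the limit on 4 of the 5 unenriched arrays as well, so no bound is given. In X35 both environments were under the limit on every array. The highest log2 ratio of an unenriched juvenile was 3.56, in X22, and that of an enriched juvenile was -1.08.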

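Over all families C211R161 was 2.06-fold higher in enriched juveniles (log2 fold change 1.09, SE 0.20, limma adjusted p = 0.0117), and it stayed past the FDR under 10 of 11 other settings (0.00614 to 0.0620). C001R030 was 1.91-fold higher (log2 fold change 1.07, SE 0.24, limma adjusted p = 0.0289) and stayed past the FDR under 9 of 11 (0.00784 to 0.0898). Within families the log2 fold change of C001R030 was 1.37 in X11, 1.12 in X22 and 0.72 in X35, with limma adjusted p of 0.102, 0.429 and 0.948. That of C211R161 in X35 was 0.41 (limma adjusted p = 0.962).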

Tissue inhibitor of matrix metalloproteinase 2 (TIMP2) is transcribed in a variety of tissues in fishes, including brain, blood, and muscle [54]. TIMP2’s encoded protein inhibits the activity of matrix metalloproteinases, proteinases that degrade extracellular matrix macromolecules i.e. the building blocks of the cellular environments produced during development and morphogenesis [55]. It is therefore possible that the relative upregulation of TIMP2 in salmon from enriched environments facilitates investment into growth and underlies altered tissue turnover and remodelling compared to juveniles from the unenriched environment. These results point to multiple genomic regions potentially underlying altered growth and morphological variation exhibited by salmonid juveniles from enriched and unenriched hatchery environments [53].

The fish brain, particularly during development, can be highly responsive (plastic) in the face of environmental variation [18,21,22,56]. A gene that was preliminarily annotated as ependymin-1 precursor was one of the top upregulated genes in juveniles from the unenriched environment, although further bioinformatic analysis showed this microarray feature to be a potential chimera (data not shown). Nevertheless, five other microarray features annotated to ependymin were differentially transcribed by juveniles from family X11 (Table S1), most relatively upregulated (C027R097, C175R070, C005R058, C210R115) and one downregulated (C015R062) in the enriched environment. 

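The probe annotated as ependymin-1 precursor (C152R152) had a mean log2 ratio to the reference of -0.72 ± 1.10 (SD, n = 12) in the enriched and 0.28 ± 1.12 (SD, n = 15) in the unenriched environment over all families (limma adjusted p = 0.217). Of the 12 measured enriched arrays 11 had a Cy5 signal under the limit. The log2 fold change lay between -1.94 and -0.08 under the other settings, and none of 10 called it (adjusted p 0.0776 to 0.958). In X11 it was at least 4.86-fold lower in enriched juveniles (limma adjusted p = 0.0127).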

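In X11 the log2 fold change was 0.66 (SE 0.19, limma adjusted p = 0.0436) for C027R097, 0.64 (SE 0.15, 0.0217) for C175R070, 0.72 (SE 0.18, 0.0267) for C005R058, 0.84 (SE 0.19, 0.0192) for C210R115 and -1.26 (SE 0.29, 0.0215) for C015R062, each from 5 juveniles against 5. Over all families none of the 5 was past the FDR (limma adjusted p 0.136 to 0.446). With slide as a fixed block the direction of each held in X11, and the adjusted p was between 0.880 and 0.916, the highest of each probe's 10 other settings. The lowest were 0.0317, 0.0140, 0.0191, 0.0119 and 0.0124. The call of C210R115 held without each of the 10 juveniles, with adjusted p up to 0.0478. That of C015R062 was lost without unenriched replicate 1 (0.0517) or 2 (0.0527), and that of C175R070 without enriched replicate 2 (0.0501) or 5 (0.0511) and unenriched replicate 1 (0.0507) or 2 (0.0527). That of C005R058 was lost without enriched replicate 2 (0.0547), 3 (0.0599) or 5 (0.0551) and unenriched replicate 1 (0.0596), 2 (0.0572) or 3 (0.0546). That of C027R097 was lost without enriched replicate 1 (0.0575), 2 (0.0937), 3 (0.0737), 4 (0.0741) or 5 (0.0854) and unenriched replicate 1 (0.0569), 2 (0.0939) or 3 (0.0592).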

Ependymin proteins are produced in the meningeal cells of teleosts [57], and their expression in fish brains has been linked to aggressive behaviors [57], acclimation to cold and dark environments [58,59], and long term memory [59]. Differential ependymin gene transcription may therefore reflect behavioral modification or acclimation to physical differences in enriched and unenriched environments. Additional qPCR-based experiments are planned to investigate the ubiquity of differential ependymin gene paralog regulation in response to differences in hatchery rearing environments.

Previous work in nine-spine stickleback (*Pungitius pungitius*) and Atlantic salmon has shown that individuals reared in enriched compared to unenriched environments develop larger optic tecta in the brain [18,60]. Moreover, Atlantic salmon from enriched environments have been shown to upregulate a gene linked to neurogenesis [22]. 

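The myelin and lymphocyte protein probe C196R170 had a log2 fold change of 0.61 (SE 0.15, limma adjusted p = 0.0476) over all families and was past the FDR under 7 of 11 other settings (0.0240 to 0.103). The other probe, C124R148, had 0.73 (SE 0.19, limma adjusted p = 0.0675) and was past the FDR under 3 of 11 (0.0463 to 0.153). The log2 fold change of C196R170 was 0.38 in X11, 1.05 in X22 and 0.41 in X35, and that of C124R148 was 0.68, 1.12 and 0.40.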

In this study, we found that two genes encoding for myelin and lymphocyte proteins (MAL)—which, in mammals, are ubiquitously expressed by Schwann and oligodendrocyte cells and are involved in the maintenance of the myelin sheath in the central and peripheral nervous system [61]—were relatively upregulated in juvenile salmon from the enriched environments. We also observed differences in transcript abundance between juveniles from enriched and unenriched environments at several other genes associated with brain development: e.g. schwannomin-interacting protein 1-like, cerebellin, and neuritin, suggesting that multiple genomic regions associated with brain development are affected by environmental enrichment. 

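Schwannomin-interacting protein 1-like (C064R164) had a log2 fold change of 0.55 (SE 0.13, limma adjusted p = 0.0381) over all families and was past the FDR under 4 of 11 other settings (0.0200 to 0.180). Cerebellin, listed as cerebellin-1-like (C138R082), had a log2 fold change of 0.66 (SE 0.18, limma adjusted p = 0.0802), past the FDR under 0 of 10 settings (0.0541 to 0.245), with a Cy5 signal under the limit on 13 of 15 unenriched arrays. In X11 it was higher in enriched juveniles (limma adjusted p = 0.00447), with the Cy5 signals of all 5 unenriched juveniles under the limit. Neuritin (C147R039) had a log2 fold change of 0.60 (SE 0.16, limma adjusted p = 0.0677) and was past the FDR under 2 of 11 settings (0.0433 to 0.228).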

Future work is needed to determine whether these altered gene transcription patterns are conserved throughout development and/or possibly translate into differing behaviors or cognitive abilities [22].

Our work adds to a growing number of studies that have demonstrated clear impacts, at multiple biological scales, of rearing animals in captive conditions that deviate from those experienced in natural environments. In addition to documenting differences in growth related to rearing environment, we uncovered several candidate genes potentially underlying behavioral variation and differences in neurological development. Further studies are now needed to examine whether environmental enrichment influences the performance of salmon throughout the life-cycle [62], and whether such interventions can be harnessed to improve the efficacy of conservation and restoration efforts involving captive-rearing programs. Given that salmon are philopatric (most individuals return to their natal stream to spawn), a study that combines experimental exposure to enriched and traditional hatchery rearing environments with subsequent genetic pedigree-based investigation of adult recrutiment from each of the treatments could be used to quantify the efficacy of enrichment across salmonid life-cycle.

## Data Archiving

Gene transcription datasets have been uploaded to the GEO archive (#GSE63982).

## Supporting Information

S1 File (DOCX) Click here for additional data file.

# Supplementary material for: Transcriptomic Responses of Atlantic Salmon (Salmo salar) to Environmental Enrichment during Juvenile Rearing
**Source:** PLoS One. 2015 Mar 5;10(3):e0118378. doi: 10.1371/journal.pone.0118378
**Supplement:** S1 File

Supporting Information

Supplemental Methods

R-Scripts used for microarray image analysis and analysis of gene transcription profiles of salmon juveniles from enriched and unenriched hatchery rearing envrionments.

Microarray data acquisition (scripts adapted from Booman et al. 2011)

1. Images exported from the ScanArray Gx Plus scanner and ScanExpress v4.0 software were visualized using Imagene. In Imagene, manual flagging was used to exclude spots of poor quality.
2. Further processing of the data was done in R:

# Script based on 'script 110327.R'

# Script written and executed over multiple days January 24-25 2013

# Load marray package

# Read in array info to make object of class marrayInfo

targets_fam_trmt_melissa <- read.marrayInfo(fname="targets_fam_trmt.txt",info.id=NULL, labels=NULL, notes="targets_fam_trmt_melissa", sep="\t", skip=0, quote="\"")

# Read in gal file info indicating Name and ID columns and columns containing layout info to make object of class marrayInfo

galinfoAgilent <- read.Galfile("025055_D_20090817_AID.gal", path=".", info.id=c("Name","Annotation ID","ID","ControlType"), layout.id=c(Block="Block", Row="Row", Column="Column"), labels="Name", notes="", sep="\t", skip=NULL, ncolumns=1)

# Create vector of array names

arrayNames <- targets_fam_trmt_melissa@maLabels

# Read in, summarize and display intensity data for all arrays

mrawMedian <- read.marrayRaw(fnames=arrayNames, path=".", name.Gf="Signal Median 2", name.Gb="Background Median 2", name.Rf="Signal Median 1", name.Rb="Background Median 1", name.W="Flag", layout=galinfoAgilent$layout, gnames=galinfoAgilent$gnames, targets=targets_fam_trmt_melissa, notes=NULL, skip=NULL, sep="\t", quote="\"", DEBUG=FALSE)

summary(mrawMedian)

# Check if order of intensities and target are the same

checkTargetInfo(mrawMedian)

# Remove control spots

mrawMedianNoControl <- subset(mrawMedian,!(mrawMedian@maGnames@maInfo$ControlType %in% c("ignore","pos","neg")))

# Calculate summary stats and cutoff levels

# Create separate object for this, and remove manual flagged spots (flag 1)

# Manually flagged spots are removed to prevent blowing up the background SD because of dust etc.

mrawMedianStats <- mrawMedianNoControl

for (i in 1:32){

mrawMedianStats@maGf[,i][mrawMedianStats@maW[,i]==1]<-NA

mrawMedianStats@maGb[,i][mrawMedianStats@maW[,i]==1]<-NA

mrawMedianStats@maRf[,i][mrawMedianStats@maW[,i]==1]<-NA

mrawMedianStats@maRb[,i][mrawMedianStats@maW[,i]==1]<-NA

}

# Calculate average (avg), standard deviation (sd), signal/background ratio (sbr) and cutoffs

avgGf <- colMeans(mrawMedianStats@maGf, na.rm=TRUE)

avgGb <- colMeans(mrawMedianStats@maGb, na.rm=TRUE)

avgRf <- colMeans(mrawMedianStats@maRf, na.rm=TRUE)

avgRb <- colMeans(mrawMedianStats@maRb, na.rm=TRUE)

sdGf <- apply(mrawMedianStats@maGf,2,sd, na.rm=TRUE)

sdGb <- apply(mrawMedianStats@maGb,2,sd, na.rm=TRUE)

sdRf <- apply(mrawMedianStats@maRf,2,sd, na.rm=TRUE)

sdRb <- apply(mrawMedianStats@maRb,2,sd, na.rm=TRUE)

sbrG <- avgGf/avgGb

sbrR <- avgRf/avgRb

cutoffs <- matrix(0,32,2)

for (i in 1:32){

cutoffs[i,1] <- avgGb[i] + (2*sdGb[i])

cutoffs[i,2] <- avgRb[i] + (2*sdRb[i])

}

# To export cutoffs into text file, add column and row names

cutoffsExport <- cbind(arrayNames,cutoffs)

cutoffsExport <- rbind(c('ArrayID','Green cutoff','Red cutoff'),cutoffsExport)

write.table(cutoffsExport,"cutoff levels.txt",quote=FALSE,sep="\t")

# To export summary statistics to text file, add column and row names

statsExport <- cbind(avgGf,sdGf,avgRf,sdRf,avgGb,sdGb,avgRb,sdRb,sbrG,sbrR)

write.table(statsExport,"summary statistics.txt",quote=FALSE,sep="\t")

# Continue with normalizing dataset, using the mrawMedianNoControl object

# (which has only control spots removed)

# Normalize using printtip Loess

mnormMedianNoControl <- maNormMain(mrawMedianNoControl,echo=TRUE)

summary(mnormMedianNoControl)

# Plot boxplots to check normalization

for (i in 1:32){

pdf(paste("RawMedianBoxPlots",targets_fam_trmt_melissa@maInfo[i,2],".pdf", sep=""), paper="letter")

boxplot(mrawMedianNoControl[, i], xvar = "maPrintTip", yvar = "maM")

dev.off()

pdf(paste("NormMedianBoxPlots",targets_fam_trmt_melissa@maInfo[i,2],".pdf", sep=""), paper="letter")

boxplot(mnormMedianNoControl[, i], xvar = "maPrintTip", yvar = "maM")

dev.off()

}

pdf("RawMedianBoxPlotsAllArrays.pdf", paper="letter")

boxplot(mrawMedianNoControl, yvar = "maM")

dev.off()

pdf("NormMedianBoxPlotsAllArrays.pdf", paper="letter")

boxplot(mnormMedianNoControl, yvar = "maM")

dev.off()

# Plot scatterplots; example MA plots with LowessLines

for (i in 1:32){

pdf(paste("RawMedianScatterPlot",targets_fam_trmt_melissa@maInfo[i,2],".pdf", sep=""), paper="letter")

defs <- maDefaultPar(mrawMedianNoControl[, i], x = "maA", y = "maM", z = "maPrintTip")

legend.func <- do.call("maLegendLines", defs$def.legend)

lines.func <- do.call("maLowessLines", c(list(TRUE, f = 0.3), defs$def.lines))

plot(mrawMedianNoControl[, i], xvar = "maA", yvar = "maM", zvar = "maPrintTip", lines.func, text.func = maText(), legend.func)

dev.off()

pdf(paste("NormMedianScatterPlot",targets_fam_trmt_melissa@maInfo[i,2],".pdf", sep=""), paper="letter")

defs <- maDefaultPar(mnormMedianNoControl[, i], x = "maA", y = "maM", z = "maPrintTip")

legend.func <- do.call("maLegendLines", defs$def.legend)

lines.func <- do.call("maLowessLines", c(list(TRUE, f = 0.3), defs$def.lines))

plot(mnormMedianNoControl[, i], xvar = "maA", yvar = "maM", zvar = "maPrintTip", lines.func, text.func = maText(), legend.func)

dev.off()

}

# Create array data where values below specific cutoff are replaced by NA after normalization

# Create different datasets

# And one with only cutoff for Green used (i.e. to prevent loss of genes that are switched off in a subgroup of samples)

mnormCutoffBoth <- mnormMedianNoControl

for (i in 1:91){

removeG <- mrawMedianNoControl@maGf[,i]<cutoffs[i,1]

removeR <- mrawMedianNoControl@maRf[,i]<cutoffs[i,2]

mnormCutoffBoth@maM[,i][removeG]<-NA

mnormCutoffBoth@maM[,i][removeR]<-NA

mnormCutoffBoth@maA[,i][is.na(mnormCutoffBoth@maM[,i])]<-NA

}

mnormCutoffGreen <- mnormMedianNoControl

for (i in 1:32){

removeG <- mrawMedianNoControl@maGf[,i]<cutoffs[i,1]

mnormCutoffGreen@maM[,i][removeG]<-NA

mnormCutoffGreen@maA[,i][is.na(mnormCutoffGreen@maM[,i])]<-NA

}

# Make a count of the Imagene quality flags remaining after removal of controls

# (since spots below cutoff are not removed but rather replaced by NA, a count after cutoff levels is useless)

flags <- mrawMedianNoControl@maW

flags1 <- flags == 1

flags2 <- flags == 2

flags3 <- flags == 3

flagcounts <- matrix(0,32,3)

flagcounts[,1] <- apply(flags1,2,sum)

flagcounts[,2] <- apply(flags2,2,sum)

flagcounts[,3] <- apply(flags3,2,sum)

write.table(flagcounts,"flagcounts after control removal.txt",quote=FALSE,sep="\t")

# Remove all flagged spots

mnormCutoffBothrmFlagAll <- mnormCutoffBoth

for (i in 1:1){

mnormCutoffBothrmFlagAll@maM[,i][mnormCutoffBothrmFlagAll@maW[,i]==1]<-NA

[mnormCutoffBothrmFlagAll@maW[,i]==2]<-NA

mnormCutoffBothrmFlagAll@maA[,i][is.na(mnormCutoffBothrmFlagAll@maM[,i])]<-NA

}

mnormCutoffBothrmFlagAll.table <- cbind(mnormCutoffBothrmFlagAll@maGnames@maInfo$ID,mnormCutoffBothrmFlagAll@maM)

write.table(mnormCutoffBothrmFlagAll.table,"mnormCutoffBothrmFlagAll_ratios.txt",quote=FALSE,sep="\t")

mnormCutoffGreenrmFlagAll <- mnormCutoffGreen

for (i in 1:32){

mnormCutoffGreenrmFlagAll@maM[,i][mnormCutoffGreenrmFlagAll@maW[,i]==2]<-NA

mnormCutoffGreenrmFlagAll@maA[,i][is.na(mnormCutoffGreenrmFlagAll@maM[,i])]<-NA

}

for (i in 1:32){

mnormCutoffGreenrmFlagAll@maM[,i][mnormCutoffGreenrmFlagAll@maW[,i]==1]<-NA

mnormCutoffGreenrmFlagAll@maA[,i][is.na(mnormCutoffGreenrmFlagAll@maM[,i])]<-NA

}

mnormCutoffGreenrmFlagAll.table <- cbind(mnormCutoffGreenrmFlagAll@maGnames@maInfo$ID,mnormCutoffGreenrmFlagAll@maM)

write.table(mnormCutoffGreenrmFlagAll.table,"mnormCutoffGreenrmFlagAll_ratios.txt",quote=FALSE,sep="\t")

# Make new tables removing spots with >=25% NA (32 arrays, 8 NA, so 8 and smaller allowed)

mnormCutoffGreenrmFlagAllNACount <- rowSums(is.na(mnormCutoffGreenrmFlagAll.table))

mnormCutoffGreen.NA <- cbind(mnormCutoffGreenrmFlagAll.table,mnormCutoffGreenrmFlagAllNACount)

write.table(mnormCutoffGreen.NA,file="mnormCutoffGreenNACount.txt",quote=FALSE,sep="\t")

mnormCutoffGreen.full <- read.table("mnormCutoffGreenNACount.txt",header=TRUE,sep="\t",row.names=1,fill=TRUE)

mnormCutoffGreen.NA25 <- subset(mnormCutoffGreen.full,mnormCutoffGreen.full[,34]<9)

mnormCutoffGreen.NA25 <- mnormCutoffGreen.NA25[,1:33]

write.table(mnormCutoffGreen.NA25,"Green_avg_NACutoff_25percent.txt",quote=FALSE,sep="\t")

# Impute missing data using EMarray from LSimpute applet

# Adapt LSimpute commands to new files and folders

# Do not forget to change text files first to insert a tab at the beginning and remove './' and '.txt'

Siggenes analysis (scripts adapted from Booman et al. 2011)

1. As part of the previous script, all probes for which the log_2_ ratio was missing (NA) in more than 25% of arrays were removed from the normalized and thresholded log transcription data. This resulted in a final dataset comprised of 21,117 probes.
2. Missing data in the new dataset were imputed using the EM_array algorithm from the LSimpute package as described by Bø et al., *Nucleic Acids Research* 2004, 32:e34.
3. Imputed data were read into R and two-class comparison analysis was performed with the package ‘siggenes’:

#Read in imputed data

table.melissa.avg.25.imputed.full <- read.table("Green_avg_NACutoff_25percent_imputed_EMarray_repl_rem.txt",header=TRUE,sep="\t",row.names=1,fill=TRUE)

table.25imputed_all_families_NG_vs_G <- cbind(table.melissa.avg.25.imputed.full[,1:5],table.melissa.avg.25.imputed.full[,11:15],table.melissa.avg.25.imputed.full[,21:25],table.melissa.avg.25.imputed.full[,6:10],table.melissa.avg.25.imputed.full[,16:20],table.melissa.avg.25.imputed.full[,26:30])

write.table(table.25imputed_all_families_NG_vs_G, "all_families_NG_vs_G_25_percent_imputed.txt",quote=FALSE, sep="\t")

#assign classes to each treatment zero is control (No gravel) and 1 is treatment (Gravel) in this case and which is analogous to U and I respectively in Fig.1 from Tusher et al. 2001

#Run SAM class comparison in siggenes

all_families_data<- table.25imputed_all_families_NG_vs_G

class.melissa <- rep(c(0,1),c(15,15))

all_families.out <- sam(all_families_data,class.melissa,method=d.stat,var.equal=FALSE,B=2000,B.more=0.1,B.max=30000,med=TRUE,gene.names=dimnames(all_families_data)[[1]],use.dm=FALSE,R.unlog=TRUE,na.replace=FALSE,rand=12345)

#View SAM output: all_families.out

summary(all_families.out)

summary(all_families.out,delta=seq(0.5,1.2,0.1))

plot(all_families.out)

plot(all_families.out,0.9)

sum.all_families <- summary(all_families.out,0.9)

siggenes.melissa <- sum.all_families@mat.sig

write.table(siggenes.melissa,"all_families_averaged_FDR_0p012_255.txt",quote=FALSE,sep="\t")

Figure A. Midsaggital histological cross-section of a juvenile Atlantic salmon head at emergence. The dashed line in the picture indicates where the head was severed from the body in our study of gene transcription patterns in juvenile salmon. The location of the heart, regions of the brain, and muscle tissue are also indicated. Picture provided by J. Winkowski and I. Fleming.

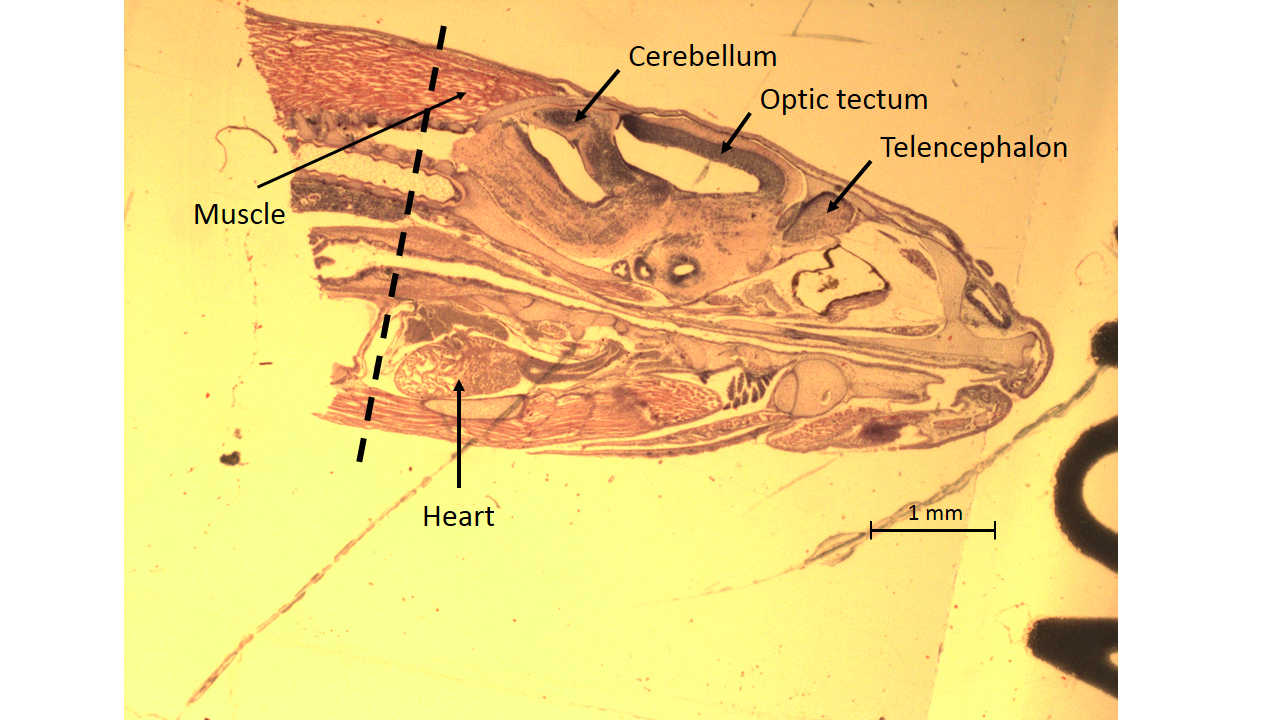

Table A. Atlantic salmon microarray probes identified as differentially transcribed between juveniles reared in enriched and unenriched (traditional) hatchery environments. The results shown follow the analysis of gene transcription patterns across the three families (X11, X22, X35) in a total of 15 complex and 15 simple individuals using the cGRASP-designed Agilent 4×44K salmon gene microarray. Differentially transcribed genes were identified using a FDR of 5% in siggenes. The fold-change in gene transcription levels found in enriched/unenriched environments are indicated.

^*^Significantly differentially transcribed genes were annotated in Blast2GO using the BLASTx algorithm and the best BLASTx hit (E-value < 10^-6^) is presented.

^a^ While this gene was initially annotated as ependymin-1, further analyses suggest that microarray contig C152R152 is chimeric (data not shown).

Table B. Overrepresented Gene Ontology (GO) terms associated with the 808 genes differentially transcribed between juvenile Atlantic salmon reared in unenriched and enriched hatchery environments. Significantly over- or under-represented GO terms were identified using a Fisher’s exact test in Blast2GO. Gene parent ontology category (P: biological process; C: cellular component; F: molecular function) and the number of genes (i.e. microarray features) associated with each of the GO terms is indicated. Significance of the Fisher’s exact test (assessed at < 5% FDR) of over- or under-representation of the GO term in the test gene set compared to the reference gene set is also shown.

Table C. Atlantic salmon microarray probes identified as differentially transcribed by juveniles reared in enriched and unenriched hatchery environments and that corresponded to the GO terms “heart development” and “cell cycle” in a Blast2GO gene enrichment analysis. Differentially transcribed genes were identified using a FDR of 5% in siggenes. The fold-change in gene transcription levels found in enriched/unenriched hatchery environments are indicated and reported for all families and for each of the three examined families individually.

^*^Significantly differentially transcribed genes were annotated in Blast2GO using the BLASTx algorithm and the best BLASTx hit (E-value < 10^-6^) is presented.

Table D. Atlantic salmon microarray probes showing differing patterns of gene transcription in juvenile salmon reared in unenriched and enriched environments. Gene transcription patterns were examined using the cGRASP-designed 4×44K salmon gene microarray and the analysis conducted separately for each of three families, X11, X22, and X35, using SAM. Results are shown for family X22 and X11 at a FDR of 5% and for family X35 at a FDR of 8%. The fold-change in gene transcription levels found in enriched compared to unenriched habitats are indicated.

^*^Significantly differentially transcribed genes were annotated in Blast2GO using the BLASTx algorithm and the best BLASTx hit (e-value < 10^-6^) is presented.

^§^Genes differentially transcribed by juveniles from the enriched vs. unenriched environments in families X22 and X11.

^‡^Genes differentially transcribed by juveniles from the enriched vs. unenriched environments in families X35 and X11.

^a^While this gene was initially annotated as ependymin-1, further analyses suggest that contig C152R152 is chimeric

How the deposited data were processed for this re-analysis (not part of the article)

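The series holds 30 arrays of the Agilent 4x44K salmonid microarray, each hybridized with the head RNA of 1 Atlantic salmon juvenile in Cy5 and a pooled reference in Cy3. The juveniles came from 3 full-sib families (X11, X22 and X35) reared with gravel (enriched) or without it (unenriched), 5 per family and environment. Each family had 1 tank per environment. Families, environments and replicate numbers were taken from the sample labels, and slide and position from the array labels. The arrays lay on 8 slides. All 30 columns of the authors' table were matched to a sample.

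The intensity values are the authors' deposited scanner data: arrays scanned at 5 µm, spot signals extracted with Imagene 9.0 as the median brightness of a spot and of its local background, poor spots flagged, and no normalization. The log2 values are those of the authors' deposited table, which the authors made with marray and LSimpute: background-subtracted medians, log2 of Cy5 over Cy3, loess within each array, removal of spots with a flag of 1 or 2 or with a Cy3 signal under the mean + 2 SD of the Cy3 background, exclusion of probes missing on more than 25% of arrays, and imputation of the remaining gaps, for 21117 probes. Its scale and direction were found by matching each column to the scanner data of the same array, and its column medians were -0.074 to -0.004.

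The main values were computed from the intensities by the same steps without imputation. The loess span was 0.4 with 5 robustness iterations, and a probe missing on 8 or more of the 30 arrays was left out, whereas the authors' script counted missing values over more arrays than these 30. This kept 21136 of 43689 spots that were not controls, 21098 of them in the authors' table, with 1.08% of the values missing and 18626 probes measured on all 30 arrays. The correlation with the authors' values was at least 0.997 on every array, and the median absolute difference was 0.017 on the log2 scale. The lowest correlation between 2 arrays was -0.37. The direction of the ratio was kept on every array because the methods give the dyes and every column matched its own array.

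The depth of an array was read from its signal over background. The percentage of spots above the background limit was 48.0 to 53.7% in Cy3 and 28.2 to 42.9% in Cy5, and the median local background was 1 on every array. The number of arrays limits the precision. Where every measured Cy5 signal of a probe in an environment was under the limit, no fold is given except a bound. It came from Cy5 signals normalized within arrays by loess and between arrays by quantiles of the mean intensity. Each array of the dim environment was set at the lowest normalized signal above the limit, or at its own signal if higher. Arrays of the other environment kept their measured signals, also under the limit, so a bound is approximate where many were dim. For C176R119, and for C237R046 in X35, nearly all arrays of the other environment were dim, and the bound is left out. The bound is left out where it was above the fold of either the mean unlogged or the mean log2 ratios. No dyes were exchanged, so dye bias cannot be separated from these bounds.

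The environments were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, FDR of 5%, and 8% as well in X35). The comparison over all families took 15 juveniles against 15 without a block, as the paper's combined comparison did. The comparison within a family took its own 10 arrays. The interaction of family and environment was tested with an F-test in a fit of all 6 groups. SAM, the paper's test, was re-implemented with the d statistic of siggenes, 100 permutations and seed 12345. A fold is the ratio of the mean unlogged ratios, as in siggenes. The principal components analysis used centred and scaled probes measured on all 30 arrays, and the clustering used the probes of Table A with average linkage on 1 minus the Pearson correlation. Single values per juvenile were compared with exact permutation tests, or with 100000 random resamplings where the number of splits was larger. Files were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. The statistics were tested on simulated data with noise independent between probes and 200 changed probes, for the comparisons named beside their results.

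The genes named in the text are every probe that the paper names in its text or in Table 3, and the 5 largest rises and 5 largest falls past the FDR over all families with a single direction in all 3 families. Where a probe outside this rule is named, the text says so. Gene names come from Tables A, C and D in S1 File, which name 3054 of the retained probes. The other probes have no name here. A list of 10 probes named after heart muscle was written to test 1 explanation in the closing section.

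The alternatives were chosen before the data were examined: normexp background correction with an offset of 50, no background subtraction, scaling between arrays, median centring in place of loess, no filter on dim spots, a filter on both channels, only probes measured on all arrays, the authors' values, array quality weights, slide as a fixed or a random block, tank as a random block, tank means, family as a block, each family left out, the contrast from a fit of all groups, each juvenile left out, the re-implemented SAM, that SAM on the authors' values, unscaled principal components and other linkages. A principal components analysis with the arrays as variables and the leave-one-out fits of named genes within families were added after seeing the data. Gene Ontology enrichment, the imputation by LSimpute, fish size and survival were not analysed here.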

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

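The tests of the atrial myosin probes against slide, a single probe and the reference channel, and the tests of missing values, slides and exchanged family labels for the probes that differ between families, were chosen only after the results were seen.

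Among 265 groups of 5 juveniles, one for each named probe or component score in each family and environment, 22 (8.30%) held a juvenile whose gap to the nearest of the others was over 0.71 of the group's range, Dixon's 95% limit, where chance gives about 1 in 20 groups, or 13.25.
Each juvenile is given with the range of the other 4 in parentheses, as log2 ratios to the reference.
In X11 these were -2.66 (1.17 to 1.45) for phosphatidylinositol transfer protein beta isoform (C020R131), -3.17 (0.37 to 1.24) for C251R080, -4.30 (0.02 to 0.98) for C086R103 and 0.35 (1.79 to 2.02) for ependymin precursor C015R062 in unenriched replicate 5; 2.25 (1.09 to 1.35) for hypothetical protein MTR_5g050970 (C051R138) and 0.12 (-0.53 to -0.36) for C059R123 in enriched replicate 4; -0.17 (0.25 to 0.31) for C010R015 in unenriched replicate 1; and 0.85 (-0.81 to -0.45) for C176R119 in unenriched replicate 4.
In X22 they were 1.82 (-1.25 to -0.56) for ubiquitin thioesterase partial (C211R037), 1.01 (-0.63 to -0.35) for C018R137, -0.83 (0.06 to 0.42) for ependymin precursor C175R070 and 1.88 (-0.14 to 0.19) for C015R062 in unenriched replicate 3, and -6.68 (-2.13 to -1.56) for C067R138 in unenriched replicate 2. The score of enriched replicate 1 of X22 on the first component was -69.5 (-32.8 to -28.8).
In X35 they were 0.56 (0.84 to 0.96) for C211R110, 0.74 (-0.37 to -0.14) for protein phosphatase 1 regulatory subunit 14b (C026R035) and 0.66 (-0.00 to 0.18) for C175R070 in enriched replicate 2; -0.024 (0.94 to 1.33) for C237R040 and -1.85 (-3.71 to -3.36) for C251R080 in enriched replicate 4; 0.80 (-0.58 to -0.37) for C211R161 and 0.54 (-0.80 to -0.53) for C001R030 in unenriched replicate 2; and -0.22 (0.84 to 0.94) for C018R137 in unenriched replicate 5.
Weak hybridization as the source of these values is argued against by the arrays: 2 of the 22 were on 1 of the 5 arrays with the lowest median Cy5 signal.
Chance at Dixon's limit cannot be told apart from a real excess, since 22 stands against 13.25 and the probes of an array are not independent. Unenriched replicate 5 of X11 and unenriched replicate 3 of X22 account for 4 values each.
The juveniles of a group share family, tank and environment, so the design gives no biological difference between them, and none was tested.

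The values of unenriched replicate 5 of X11 for C086R103 and C251R080 belong to a wider pattern. Both atrial myosin probes were high in 8 of the 15 unenriched juveniles, 4 from X11, 2 from X22 and 2 from X35, and low in the other 22 juveniles.
For C086R103 the Cy5 signals were 10701 to 41378.5 against 204 to 1464.
A difference between slides is argued against, since 5 slides held both high and low juveniles. A fault of a single probe is argued against too, because the 8 highest juveniles of the probes were the same 8.
A fault of the reference channel is argued against by the Cy3 signals of C086R103, which for 7 of the 8 high juveniles lay within the range of the other 22.
Unequal amounts of heart tissue in the sampled heads remain a candidate explanation; the paper states that the heart was part of the sample.
On a list of 10 probes named after heart muscle, the 8 highest unenriched juveniles of a probe overlapped with these 8 by a median of 6 (range 6 to 8), where chance gives 4.27 and an overlap of 7 or 8 had been set as the sign of heart tissue; 4 of the 10 probes reached it. The value lies between, so heart tissue cannot be told apart from a change in the atrial myosin transcripts.
The probes of the list with the highest signals were the troponin probes C074R053 (median Cy5 signal 43442.5) and C056R089 (8667.75), each with an overlap of 6. All 10 probes are in Table A and thus were picked by the study from these arrays, and both heart and muscle were part of the heads.
A difference in size or developmental stage between the environments, which the paper names, also stays open and was not tested.

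The effect of the rearing environment differed between the families for 13 of 21133 probes in the limma F-test of the interaction (FDR of 5%; 3243 probes at an unadjusted p under 0.05).
They were catalase (C237R146), transcription initiation factor tfiid subunit 1-like (C110R127), dynein heavy chain (C120R159), protein regulator of cytokinesis 1 (C202R134), replication factor c subunit 3 (C132R101), C036R088 (listed as a zinc finger protein) and 7 probes without a gene name: C232R104, C157R147, C158R102, C229R105, C178R019, C154R167 and C162R052. All 13 are named because the test called them, after their values were seen. The Cy5 signals of C202R134, C154R167 and C162R052 were under the limit on all 5 arrays of every family and environment. Those of catalase were under it on all 5 arrays of both environments in X11.
The mean differences between families and between environments were taken out first, so that they did not widen the spread, and the family labels were then exchanged at random within each environment. Only 1 of 100 labellings, the real one, gave 13 calls or more, and the highest of the others gave 2, so chance can be excluded at 5% for the count. The exchange first planned left these differences in and is not used; there 2 of 100 labellings reached 13 calls, and the other one gave 136.
Of the 13 probes, 8 were measured on all 30 arrays, so missing values do not bear on them.
For the other 5 probes missing values cannot be told apart from a difference: 2 of them, C237R146 and C154R167, had values from at most 2 of the 5 juveniles of a group.
A difference between slides cannot be told apart either. With slide as a fixed block 2 of the 13 were still called, but families and environments were spread unevenly over the slides, and within X11 only slide 4 held both environments.
The count was not stable when single juveniles were left out, as given with the other settings below. The different parents of the families are a biological explanation that the design names; it was not tested apart from the tanks, because each family had 1 tank per environment.

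Of the 130 probes called over all families in limma, 2 are not listed in Table A, and both were higher in the enriched environment.
C069R044, which has no gene name here, had a log2 fold change of 0.76 (SE 0.18, limma adjusted p = 0.0438); all 10 measured enriched juveniles lay above the median of the 14 measured unenriched ones.
Secreted frizzled-related protein 3-like (C051R140) had a log2 fold change of 0.84 (SE 0.17, limma adjusted p = 0.0272), and all 12 measured enriched juveniles lay above the median of the 12 unenriched ones. Its Cy5 signal was under the limit on 6 enriched and 10 unenriched arrays.
Under 10 other settings limma called C069R044 with 4 (adjusted p 0.0120 to 0.149) and C051R140 with 6 (0.0200 to 0.807). The re-implemented SAM called both on the same values and neither on the authors' values, in which the gaps had been imputed. No explanation was tested for these probes.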

How the results depend on the processing

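The leave-one-out fits of named genes within a family and the principal components analysis with the arrays as variables were chosen only after the results were seen; the other settings were planned. Counts are of probes past an FDR of 5% in limma unless another tool is named, and the cause of a change was not tested except where the setting itself shows it.

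Over all families the count of 130 stayed within 1.5 times without background subtraction (134), with scaling between arrays (128), median centring (142), a filter on both channels (137), only probes measured on all 30 arrays (137), the authors' values (130) and array quality weights (150), which share 76 (both channels) to 121 (authors' values) probes with the 130.
It fell to 22 with normexp background correction (sharing 20), 85 without the filter on dim spots (82), 70 with slide as a random block (67) and 20 with slide as a fixed block (8).
It rose to 370 with family as a fixed block, all 130 among them, to 553 with the re-implemented SAM (all 130) and to 618 with SAM on the authors' values (128 of the 130).
With tank as a random block it was 3 and with tank means 0, where 1995 probes had an unadjusted p under 0.05; SAM was not run on tank means. Tank means leave 6 samples in place of 30.
Without X11, X22 or X35 it was 3, 79 and 440, from 20 juveniles each, so the fall without X11 does not come from the number of juveniles alone.
The share of called probes that were higher in the enriched environment was 36.2% (47 higher, 83 lower) and moved with median centring to 18.3% (26 higher, 116 lower). In X11 it moved from 46.9% (1274 higher, 1443 lower) to 34.7% (1368 higher, 2574 lower).

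In X11 the count of 2717 was between 1991 and 3942 with 10 settings and moved by more than 1.5 times with slide as a fixed block (12, sharing 3), where only the 4 arrays of slide 4 compare the environments, with SAM (5086, sharing 2716), with SAM on the authors' values (4897, sharing 2711) and with the contrast from a fit of all 6 groups (1596, sharing 1322). The fit of 6 groups takes its spread from all families.
With each juvenile left out the count was 1230 to 3042: 1382, 1247, 1559 and 1307 without enriched replicates 2, 3, 4 and 5, 1312 and 1230 without unenriched replicates 1 and 2, and within 1.5 times for the other 4.
In X22 limma called 1 probe (C211R161), and the same probe with 6 other settings and, with another probe, under median centring (2). It called 0 with normexp background correction, scaling between arrays or no filter on dim spots, where 1535, 1945 and 2235 probes had an unadjusted p under 0.05, and other probes with slide as a fixed block (1) and the fit of 6 groups (4). SAM called 10, and 18 on the authors' values.
The X22 count was 0 to 3 with each juvenile left out: 0 without enriched replicates 1, 2, 4 and 5 or unenriched replicates 1, 2, 3 and 4, and 3 without enriched replicate 3.
In X35 limma called 0 probes (1073 at an unadjusted p under 0.05) and 0 with 10 other settings, 1 with array quality weights and 6 with the fit of 6 groups. SAM called 3, and 5 on the authors' values. At an FDR of 8% the counts were 0 in limma, 2 with weights, 18 with the fit of 6 groups, 3 with SAM and 14 with SAM on the authors' values. With each juvenile left out the count was 0 to 1, with 1 call without enriched replicate 4 and 1 without enriched replicate 5.

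The count of probes whose effect differed between families, 13, stayed within 1.5 times without the filter on dim spots (12), with the authors' values (10), with slide as a fixed block (19, sharing 2) and as a random block (13). It was 2 with normexp background correction, 54 without background subtraction (sharing 10), 20 with scaling between arrays, 52 with median centring, 63 with a filter on both channels (sharing 4), 7 with only probes measured on all arrays and 400 with array quality weights (all 13).
With each of the 30 juveniles left out it was 1 to 120. Without enriched replicates 1 to 5 of X11 it was 98, 4, 1, 6 and 3, and without unenriched replicates 1, 2, 3 and 5 it was 7, 3, 7 and 33. Without enriched replicates 1 to 4 of X22 it was 120, 4, 29 and 8, and without unenriched replicates 2 to 5 it was 7, 72, 21 and 4. Without enriched replicate 4 of X35 it was 5, and without unenriched replicates 1, 3 and 4 it was 5, 23 and 27. Statements about the size of this count therefore rest on single juveniles.

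The first 2 components held 28.6% of the variance, 25.5% with a filter on both channels, 36.9% with unscaled probes, 49.6% with the arrays as variables on the authors' values and 48.1% with the arrays as variables on the values used here. With the other 6 settings it moved by less than the jackknife SD of 2.05 percentage points.
Of the 30 juveniles 3 lay in a cluster with a majority of the other environment, 8 with normexp background correction and 3 with each of the other values and linkages tried.
Medians of the lists of Table C kept their direction in every family and setting run. The cell cycle median in X11 (-0.49) was -0.56 with median centring and -0.41 with slide as a fixed block, and that in X22 (-0.38) was -0.23 with normexp background correction. The heart development median with slide as a fixed block was -0.50 in X11 (from -0.67) and -0.078 in X35 (from -0.39). The X35 value rests on slide 7, which held 1 unenriched juvenile of that family. All 20 probes of Table 3 kept their side with the 5 other kinds of values tried.

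For the 38 named probes over all families, 358 of 439 values under other settings with an adjusted p kept direction and side of the FDR, 49 lost the call, 31 gained it and 1 reversed: heterogeneous nuclear ribonucleoprotein l (C018R137), not called over all families (log2 fold change -0.33), had 0.20 with slide as a fixed block, also not called. Normexp background correction lost 10 calls and slide as a fixed block 11.
Within families, 162 of 204 values were the same in this sense, 36 lost the call and 6 gained it. With 1 juvenile left out, 138 of 190 were the same, 49 lost the call, 3 gained it and none reversed; the juveniles are named beside each gene above.

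The replicate numbers were used as a block, within family, only to see whether they matter. The correlation of the deviations of juveniles with the same number was -0.117 to 0.022 in X11 and -0.081 to 0.106 in X22. In X35 it was 0.541, 0.419, 0.309, 0.048 and 0.334 for replicates 1 to 5. The numbers would have been taken as pairs only with every correlation over 0.1, so they were not, and a factor that follows them in X35 stays open. With this block the counts were 710 over all families (sharing 127), 1327 in X11 (sharing 1242), 0 in X22, 0 in X35 and 5 for the difference between families (sharing 2).

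Signal limits the results at the dim end. In Cy5 28.2 to 42.9% of the spots of an array were above the background limit, and for 6 of the 20 probes of Table 3 an environment had no Cy5 signal above it. The settings that treat dim spots otherwise (normexp, no filter, both channels) moved the counts over all families, in X22 and between families by more than 1.5 times, each with at least 1 of them, and not the count in X11.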

Differences from the paper's values

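The principal components analysis with the arrays as variables was chosen only after the results were seen; the other settings named here were set before the data were examined.

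Over all families the paper counts 808 differentially transcribed probes at an FDR of 5%, with SAM, where limma called 130. The value falls within 1.5 times of the paper's with the re-implemented SAM (553), with SAM on the authors' values (618) and with the replicate number as a block (710). It does not with normexp background correction (22), no background subtraction (134), scaling between arrays (128), median centring (142), no filter on dim spots (85), a filter on both channels (137), only probes measured on all 30 arrays (137), the authors' values in limma (130), array quality weights (150), slide as a fixed (20) or random (70) block, family as a block (370), tank as a random block (3), tank means (0) or without X11 (3), X22 (79) or X35 (440).
Of the probes of Table A, limma called 128, SAM 541, SAM on the authors' values 618 and limma on the authors' values 130. As read here the table has 809 probes against the paper's 808.

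In X22 the paper counts 17 probes and limma called 1. SAM on the authors' values (18) is within 1.5 times, and it called all 17 of the paper's list. SAM on the values used here (10, of which 8 are in the list), the fit of all 6 groups (4), median centring (2) and the remaining settings (0 or 1) are not.
In X35 at an FDR of 8% the paper counts 13 probes, 3 of them higher in enriched juveniles, and limma called 0, with 1073 probes at an unadjusted p under 0.05. SAM on the authors' values called 14 with 4 higher, which is within 1.5 times, and all 13 of the paper's list. The fit of all 6 groups called 18, which is within 1.5 times, with 5 higher, which is not, and 6 of the paper's list. SAM on the values used here (3, with 0 higher), array quality weights (2, with 1 higher) and the other settings, all at 0, are not.

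The paper names 3 probes in common between X22 and X11, and limma called 1 in both, C211R161. SAM called 2 in both, and so did the fit of all 6 groups (C204R103 and C211R110), which is within 1.5 times; SAM on the authors' values called 5, the 3 named ones among them, and the other settings 0 or 1, and these are not. Limma did not call T-cell surface glycoprotein cd5-like (C260R032) in either family or cd276 antigen (C010R015) in X22. SAM called C010R015 in both families, SAM on the authors' values called both probes in both families, and limma called C260R032 in X11 with the authors' values, normexp background correction, no background subtraction or array quality weights, and in X22 with median centring or the fit of all 6 groups. The replicate number as a block called it in X11.
In common between X35 (FDR of 8%) and X11 the paper counts 6 probes, and 0 were called in both by limma. SAM on the authors' values called 8, all 6 of the paper's among them, and is within 1.5 times, as is the fit of all 6 groups, which called 6 in both, C059R123, C153R058, C211R110 and C237R046 of the paper's among them. SAM (1), array quality weights (1, C211R110) and the other settings (0) are not.

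For the variance on the first principal component the paper gives 29% against 18.0% here. Median centring (20.1%) and unscaled probes (26.4%) are within 1.5 times, and the other settings (15.3 to 18.8%) are not. For the second component the paper gives 21% against 10.6% here, and no planned setting is within 1.5 times. For their sum the paper gives 50% against 28.6% here; unscaled probes (36.9%) are within 1.5 times and the others (25.5 to 30.4%) are not.
With the arrays as variables, a setting chosen after seeing the values, the shares were 28.6, 21.1 and 49.6% on the authors' values and 29.7, 18.4 and 48.1% on the values used here; it tests no probes, so it drops none of the paper's called items.

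Of the probes of Table A, 13.6% are higher in enriched juveniles by the paper's own fold changes, against 36.2% of the 130 probes called here. Median centring (18.3%) and SAM on the authors' values (14.9%) are within 1.5 times. SAM on the values used here (20.8%) and the other settings (30.4% to 100%) are not. Settings with more called probes on the enriched side included a filter on both channels (51.8%), which by its construction drops probes whose Cy5 signal falls under the limit in enriched juveniles, leaving out X35 (53.2%) or X11 (3 of 3 probes) and tank as a random block (3 of 3 probes), and the sides were equal with normexp background correction.

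In Table 3 the paper lists 20 probes as differentially transcribed over all families, and limma called 9 of them.
The 11 others had the direction of the table and limma adjusted p of 0.0552 to 0.217: C067R138, C205R145, C051R138, C026R035, C152R152, C147R072, C228R108, C211R037, C113R135, C020R131 and C176R119. SAM on the values used here called all of them except C152R152, and SAM on the authors' values called all 11. In limma, C067R138 was called with the authors' values, array quality weights and family as a block, C205R145 with normexp background correction, scaling between arrays, median centring, weights and family as a block, and C051R138, C026R035, C228R108 and C020R131 with family as a block. C205R145 and C026R035 were also called with only probes measured on all 30 arrays, C205R145 and C176R119 without X22, and C051R138, C026R035, C147R072, C228R108 and C211R037 without X35. The replicate number as a block called C067R138, C205R145, C051R138, C026R035, C211R037 and C020R131. No limma setting run over all families called C152R152 or C113R135.
Of the genes the paper links to brain development, limma did not call over all families the myelin and lymphocyte protein probe C124R148, cerebellin (C138R082) and neuritin (C147R039). SAM called all 3 on both kinds of values, and limma called C124R148 with a filter on both channels, array quality weights, family as a block and without X35, C147R039 with a filter on both channels, family as a block and the replicate number as a block, and C138R082 without X35.

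The paper ranks 10 falls by fold change in Table 3. By the same measure E3 ubiquitin-protein ligase trim21-like (C103R085), which the table does not list, had a fold of 0.376 here, against 0.465 for asph protein (C147R072), which it lists. The Cy5 signal of C103R085 was under the limit on 11 of the 12 measured enriched arrays, and its log2 fold change, -1.45 here, was -1.12 with the authors' values.
The paper has most of the called genes lower in enriched juveniles in each family. In X22 the only probe called by limma was higher, although 16 of the 17 probes the paper lists for X22 and 1259 of 2133 probes at an unadjusted p under 0.05 were lower.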

Other observations

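The split of X35, the tests of tank means, of slide 8 and of X11 alone for the comparison over all families, and the 3 tests of the X35 juveniles on the first component were chosen only after the results were seen.

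Whether random groupings give as many calls was tested by drawing 100 splits of the same juveniles into groups of the same sizes, the real one included.
Over all families 1 of 100 splits, the real one, reached 130 calls, and the highest of the others gave 2. In X11 1 of 100, the real one, reached 2717, and the highest of the others gave 30. In X22 4 of 100 had 1 call or more. Chance can thus be excluded at 5% for the counts over all families and in X11. The splits mixed juveniles of different tanks, so they do not separate the environment from the tanks. In X22 the test asks only how often 1 call or more arises. The FDR of 5% itself keeps this rare where nothing differs, so no conclusion is drawn for X22.
In X35, where limma called 0 probes, the count at an unadjusted p under 0.05 was used; 32 of 100 splits had 1073 probes or more, so chance cannot be excluded there. SAM, as re-implemented, called 3 probes in X35. Another split of the X35 juveniles gave 1713 limma calls.

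The strong response of X11 was tested against the slides and the tanks. It was not tested against the brightness of the arrays, whose median Cy5 signal in X11 was 424 on enriched and 209.5 on unenriched arrays. Probes were chosen on the family's arrays of the other slides, and their direction was read on slide 4, the only slide with both environments.
Of the 1000 probes with the smallest p, 87.2% kept their direction in the enriched juvenile of slide 4 against the 3 unenriched ones, and 19.2, 42.7 and 50.8% did when each unenriched juvenile took its place. The test rests on 1 enriched juvenile, and the 3 unenriched ones ranged from 19.2 to 50.8%. It therefore cannot decide whether slides lie behind the difference.
A difference between tanks cannot be told apart from the environment, since X11, as each family, had 1 tank per environment. The wild parentage of X11 stays open as a biological explanation and was not tested.

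Over all families the tanks cannot be told apart from the environment either: with tank means as the samples limma called 0 probes, and 1995 (9.44%) had an unadjusted p under 0.05 where chance gives 5%. With 3 tanks against 3 the comparison has few samples.
Slide 8, which held 4 enriched juveniles and whose spot signals had been extracted in an earlier round, is argued against as the source of most of the calls: without its 4 arrays limma called 214 probes, 106 of the 130 among them. For the other 24 it stays open, although they kept their direction.
Without family X11 only C204R103, C211R110 and C237R040, 3 probes, stayed called. C211R161 was also called on the arrays of X22 alone (limma adjusted p = 0.0268), which argues against X11 as its only source. That X22 call was lost without 8 of the 10 juveniles, each left out in turn. For the other calls X11 alone stays open, since losing a call without it does not show that it alone carries the change. Of the probes called in X11, 71.1% changed in X11's direction over X22 and X35 together. When the juveniles of these families were regrouped at random within families, 15 of 100 regroupings, the real one included, were as high. For the probes called in X11 as a set, a shared response thus cannot be told apart from X11 alone.

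The 6 X35 juveniles with high scores on the first component, which the paper describes, were tested against technical differences. Slides are argued against, since 2 slides held X35 juveniles of both sides.
The brightness of the arrays cannot be told apart as an explanation: 3 of the 6 had a median Cy5 signal within the range of the other 4 (92 to 375 against 243 to 487).
The 6 were replicates 3, 4 and 5 of both environments. If the numbers carried no information, the same 3 of 5 numbers would come up in both tanks with a chance of 0.1, so a factor that follows the replicate numbers, such as the order of sampling or processing, cannot be told apart and could lie behind the sides. Growth and developmental stage of the juveniles were not analysed here, and rearing environment does not separate the sides, with 3 juveniles from each.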
